# Phase separation of DUX family proteins drives totipotent-like state via 3D genome reorganization and retrotransposon activation

**DOI:** 10.1093/procel/pwag014

**Published:** 2026-03-15

**Authors:** Leilei Gao, Qifeng Gao, Na Hai, Ziqiang Wu, Penghui Li, Han Kang, Xiaohui Song, Jinlian Hua, Shiqiang Zhang, Gang Ren, Jihong Yang, Leqian Yu, Yulei Wei, Junjun Ding, Fan Yang

**Keywords:** DUX, phase separation, totipotency-like state, MERVL, super-enhancers, 3D genome reorganization

## Abstract

The acquisition of totipotency requires transcriptional activation of endogenous retroviruses (MERVL/HERVL) and zygotic genome activation (ZGA) related genes, yet the molecular mechanisms linking chromatin architecture to this process remain elusive. Here, we demonstrate that mouse Dux and human DUX4, double homeobox transcription factors essential for totipotency, form liquid–liquid phase-separated (LLPS) condensates through conserved arginine residues within intrinsically disordered regions (IDRs) in the Homeobox domain. These condensates recruit CBP/p300 and CTCF to establish super-enhancers (SEs) at MERVL/MT2 loci, enabling H3K27ac deposition and chromatin accessibility. Hi-C analysis revealed that DUX-driven phase separation facilitates 3D genome reorganization, including *de novo* formation of enhancer-promoter loops and TAD boundary shifts. Disruption of LLPS (DUX^R70A^) abolished SE assembly, transcriptional activation, and embryonic chimerism. Strikingly, human DUX4 required phase separation for both myotoxic gene activation and cytotoxicity in facioscapulohumeral muscular dystrophy (FSHD) models. Our study establishes a paradigm wherein phase separation integrates transcriptional control with 3D genome remodeling to license totipotency, with direct implications for developmental biology and disease therapy.

## Introduction

Liquid–liquid phase separation (LLPS) exerts complicated regulatory control over a spectrum of biological processes (Liu et al., 2025). In embryonic stem cells (ESCs), pluripotency factors such as OCT4 leverage intrinsically disordered regions (IDRs) to form phase-separated condensates at super-enhancers (SEs), which orchestrate cell identity by activating lineage-specific genes (Boija et al., 2018; Sabari et al., 2018). While LLPS-mediated transcriptional control is well-documented in pluripotency, its role in totipotency—the capacity of a single cell to generate all embryonic and extraembryonic lineages—remains poorly understood. Recent advances in capturing totipotent-like cells *in vitro* (Hendrickson et al., 2017; Hu et al., 2020, 2023; Iturbide et al., 2021; Li et al., 2024; Macfarlan et al., 2012; Mazid et al., 2022; Shen et al., 2021; Taubenschmid-Stowers et al., 2022; Zhang et al., 2019) have provided models to dissect this elusive developmental state. However, the molecular mechanisms linking chromatin architecture, transcriptional activation of endogenous retroviruses (e.g., MERVL/HERVL), and zygotic genome activation (ZGA) to totipotency remain unresolved.

The double homeodomain transcription factor DUX is a master regulator of totipotency-like in mice, driving the expression of two-cell (2C)-specific genes and retrotransposons (De Iaco et al., 2017; Eckersley-Maslin et al., 2019; Grow et al., 2021; Hendrickson et al., 2017; Whiddon et al., 2017). Despite its pivotal role, only a subset of DUX-activated genes directly bind to its target motifs (Iturbide and Torres-Padilla, 2017), suggesting an indirect regulatory mechanism involving chromatin reorganization. Intriguingly, totipotency-like cells exhibit extensive chromatin accessibility and H3K27ac deposition at retrotransposon-rich loci (Hendrickson et al., 2017), yet how DUX coordinates these epigenetic and architectural changes remains unclear. While studies implicate coactivators like CBP/p300 in DUX4-mediated H3K27 acetylation (Choi et al., 2016), the spatial and dynamic regulation of these interactions has not been explored. Furthermore, whether phase separation underpins DUX’s ability to remodel the 3D genome and establish totipotency-like-specific SEs remains unknown.

Here, we investigate how DUX-family proteins utilize phase separation to integrate transcriptional activation with 3D genome reorganization during the transition from pluripotency to totipotency-like. We demonstrate that mouse Dux and human DUX4 form phase separation-driven condensates via conserved arginine residues within their IDRs, enabling recruitment of CBP/p300 and CTCF to retrotransposon-associated SEs. Through Hi-C and functional assays, we reveal that DUX condensates reconfigure enhancer-promoter loops and TAD boundaries, licensing transcriptional activation of MERVL/2C genes. Disruption of phase separation abolishes SE assembly, retrotransposon activation, and embryonic chimerism, underscoring its necessity for totipotency. Strikingly, we extend these findings to facioscapulohumeral muscular dystrophy (FSHD), where phase separation-deficient DUX4 mutants mitigate cytotoxicity, highlighting therapeutic potential. Our work establishes a paradigm wherein phase separation bridges transcriptional control and 3D genome remodeling to unlock totipotency, offering insights into developmental biology and disease mechanisms.

## Results

### DUX serves as a conserved master regulator of totipotency across species and cellular models

Recently, totipotent cells with expanded development potential have been established by using chemical reprogramming or gene overexpression. To systematically identify core drivers of totipotency, we performed weighted gene co-expression network analysis (WGCNA) (Huang et al., 2014) on transcriptomes from diverse totipotent cells, including chemically reprogrammed, gene-overexpressing, and retrotransposon-activated models, alongside pluripotent controls (Fig. 1A and Table S1) (Hendrickson et al., 2017; Hu et al., 2023; Iturbide et al., 2021; Shen et al., 2021; Zhao et al., 2018). Among seven co-expression modules, a single module (Red) exhibited exclusive correlation with the totipotent state (Figs. 1B, S1A and S1B). Genes within this module were enriched for transcriptional regulation and chromatin-associated processes, including “structural constituent of chromatin” and “spliceosome” (Fig. 1C), mirroring molecular events during early embryogenesis (Malik and Wang, 2022). Temporal clustering revealed that 65 zygote/early two-cell (E2C)-activated genes formed the core of this module (Fig. S1C), with eight genes—*Dux*, *Cpb2*, *Dnah7c*, *Pdgfrl*, *Gm11545*, *Trim75*, *Gpr63*, and *Gm27167*—sharing conserved upregulation across all totipotent models (Fig. 1D).

**Figure 1.**
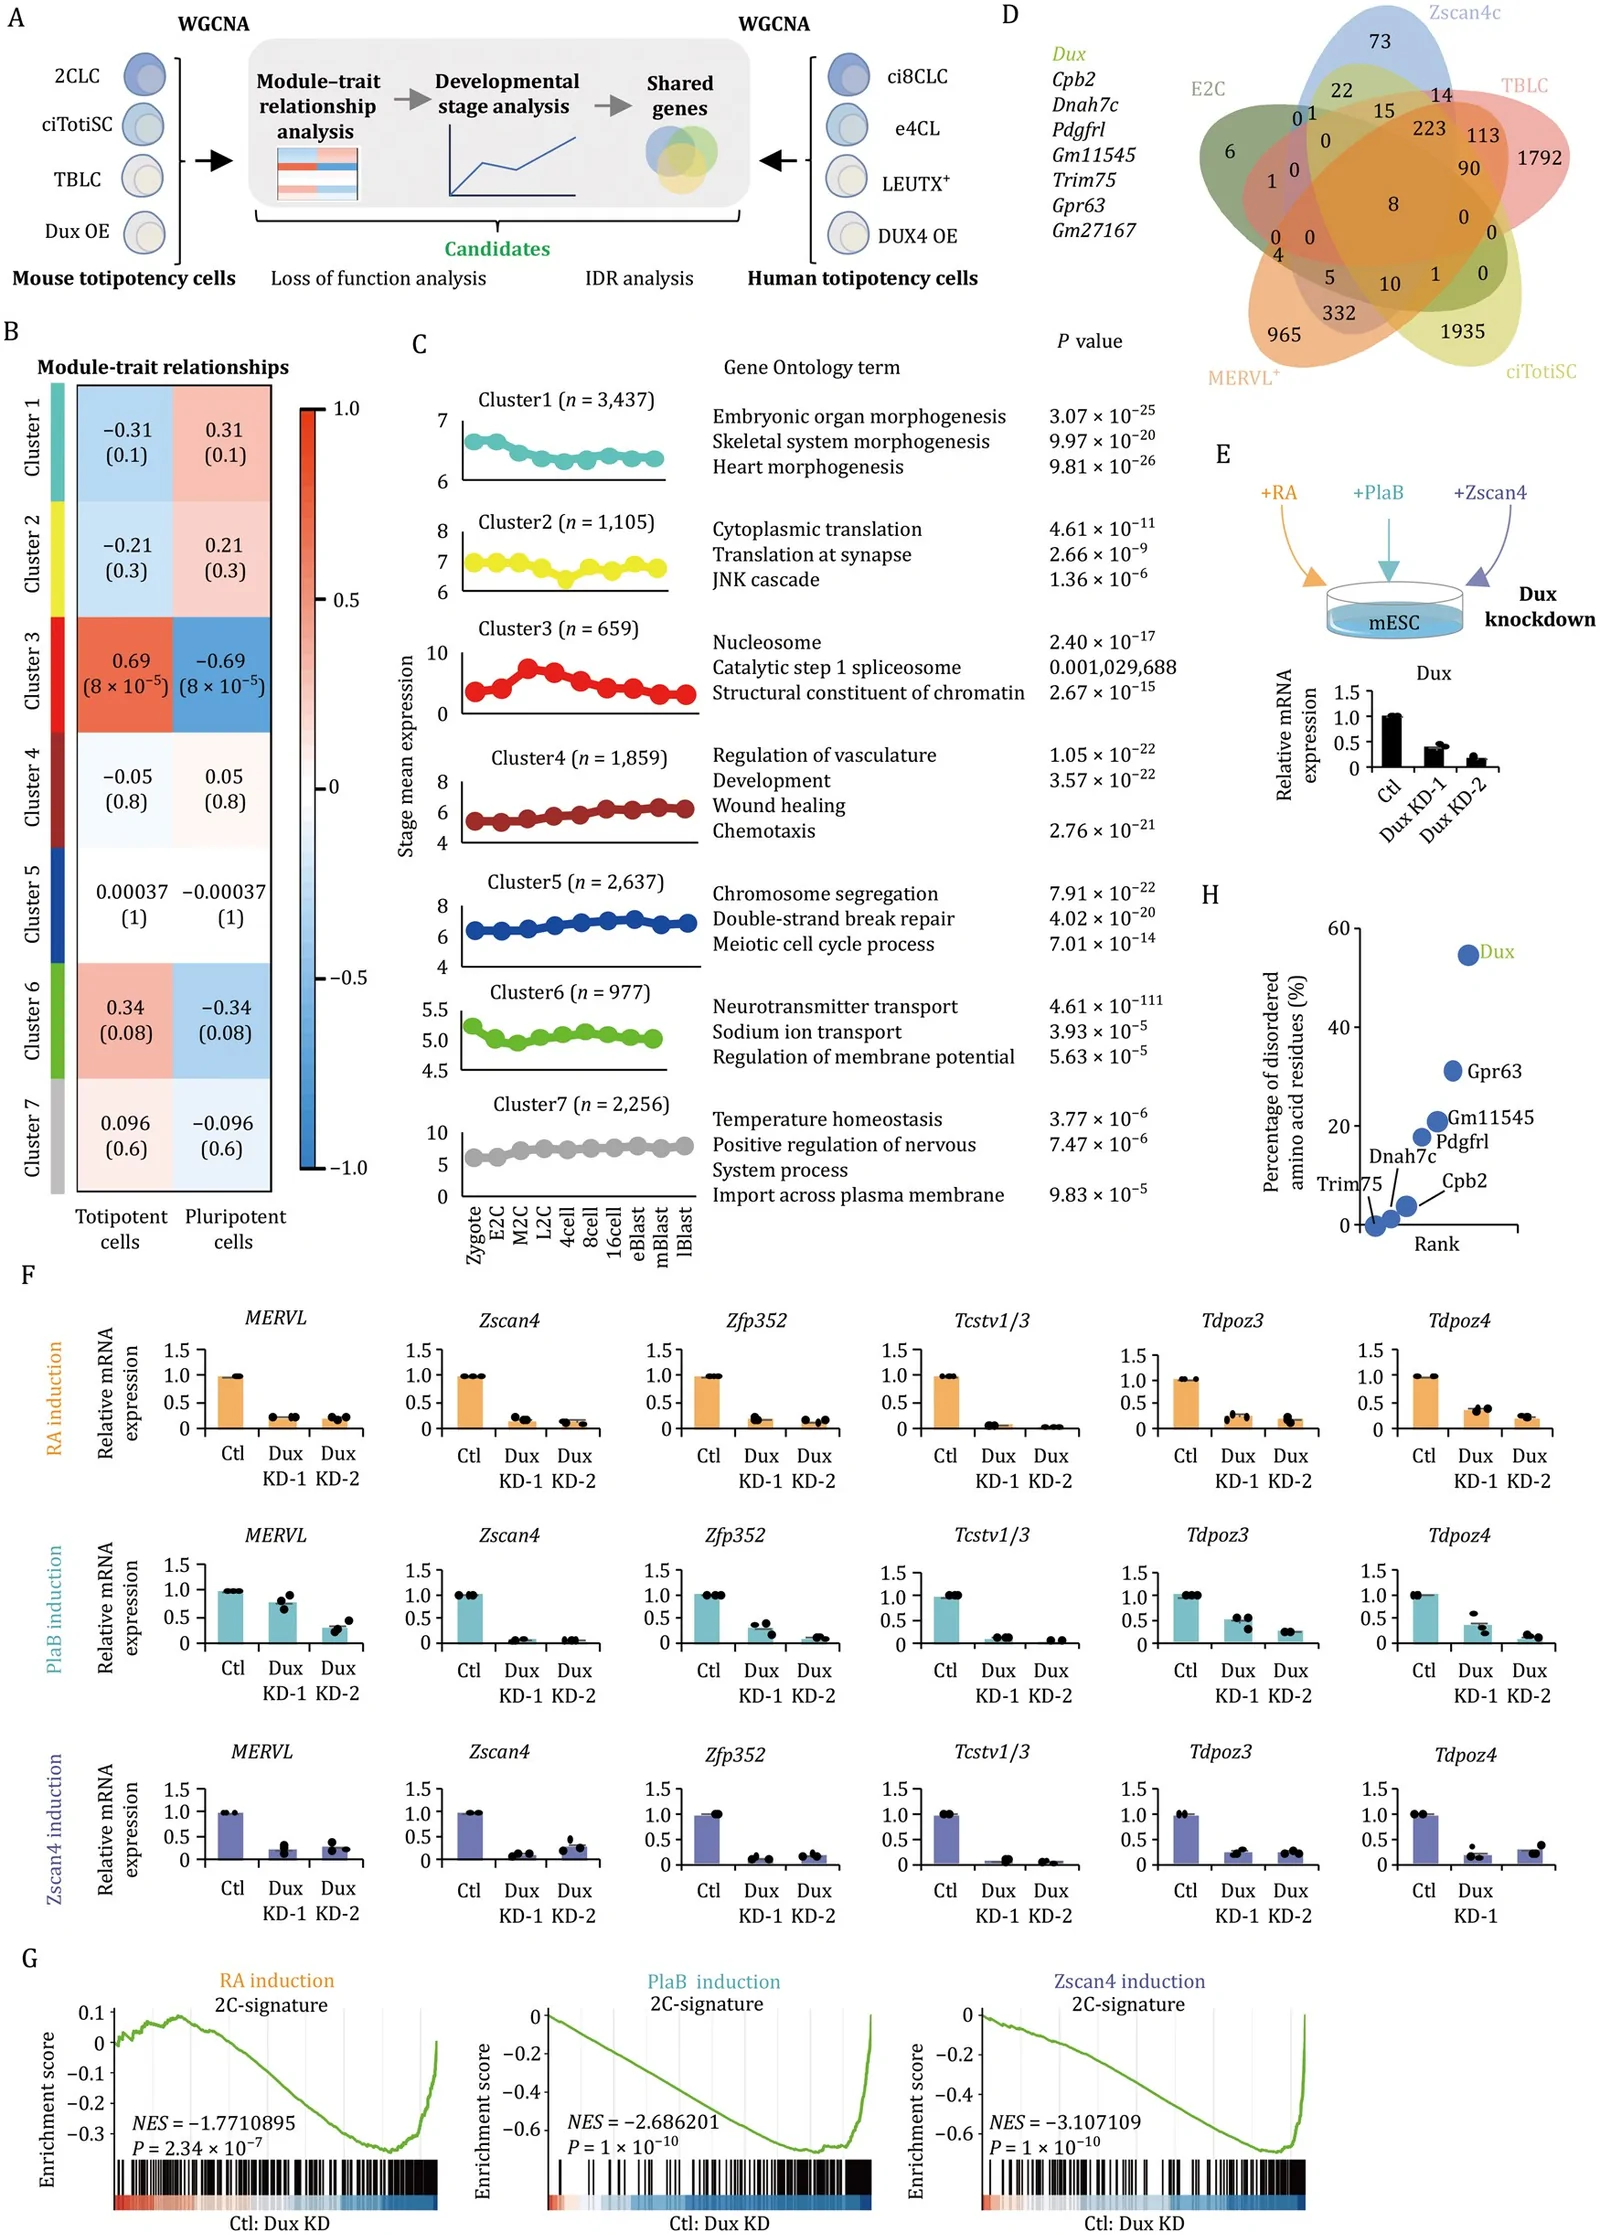
**DUX is essential for totipotent cells with different origins**. (A) Flow chart for screening key transcription factors in mouse and human totipotency cells. (B) Module–trait relationship analysis. The values within each cell represent the correlation coefficient of the module—eigen with sample type (trait). The corresponding *P*-values for each module are provided in parentheses. (C) Seven clusters of genes exhibit stage-specific expression patterns during mouse pre-implantation development. Representative enriched Gene Ontology terms along with their corresponding *P-*values are presented on the right. (D) Venn diagram illustrating those eight genes from cluster E2C was concurrently upregulated in multiple models of totipotent cells, including MERVL^+^, Zscan4c overexpression, TBLC, and ciTotiSC. (E) Knockdown of Dux in RA-induced, PlaB-induced and Zscan4-induced totipotent cells. (F) Relative expression levels of *MERVL*/2C genes in RA-induced, PlaB-induced, and Zscan4-induced totipotent cells following Dux knockdown were assessed RT-qPCR data are presented as average ± SD. (G) GSEA demonstrates concordant suppression of totipotency programs upon Dux knockdown across different induction models of Fig. 1E. (H) IDR analysis of eight genes in (D). The IDR% values were obtained using the MobiDB database (mobidb.org/) (Piovesan et al., 2021), which integrates curated structural disorder data from PDB and DisProt with consensus results from multiple disorder prediction algorithms.

Next, we sought to investigate whether the regulators of mouse totipotency are conserved in humans. Using the strategy outlined in Fig. 1A, we identified gene networks in human totipotent cells (Fig. S1D–G) (Hendrickson et al., 2017; Li et al., 2024; Mazid et al., 2022; Zhang et al., 2025). Interspecies analysis identified 68 human orthologs within totipotency-related networks, with DUX4 (including isoforms DUXA and DUXC) representing the sole overlap with mouse regulators (Fig. S1H). Subsequently, we knocked down Dux using specific shRNAs previously reported (Yang et al., 2020), and observed that the depletion of Dux impaired the activation of MERVL/2C genes in RA-induced (Iturbide et al., 2021), PlaB-induced (Shen et al., 2021), and Zscan4-induced (Zhao et al., 2018) totipotent cells (Fig. 1E–G). 

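Bulk RNA-seq of mouse R1 ESCs was analysed from the reads that the authors counted on each gene and deposited without normalization, for 26 libraries in 13 groups of 2 replicates. The libraries were made from poly(A) RNA. Totipotent-like cells were induced, by the sample labels, with 0.53 µM retinoic acid (RA) for 48 h, with 4 nM pladienolide B (PlaB, a splicing inhibitor) for 4 days, or with 4 µg/mL doxycycline for 24 h to overexpress Zscan4 (Zscan4 OE). Each induction was sequenced with and without Dux knockdown (Dux KD). For both Dux KD Zscan4 OE libraries, however, the treatment label reads "no" and no time is given, so that doxycycline induction of these cells rests on their titles and on Fig. 1E. The labels do not say which shRNA was sequenced. DMSO-treated ESCs served as the control of RA and PlaB, and untreated ESCs as the control of Zscan4 OE. The reads counted on genes in replicates 1 and 2 numbered 20958447 and 20194105 in RA, 15480130 and 15092245 in Dux KD RA, 18617150 and 19471344 in PlaB, and 17408880 and 17081870 in Dux KD PlaB. They numbered 15566922 and 18579218 in Zscan4 OE, 16150743 and 14401452 in Dux KD Zscan4 OE, 18772147 and 19453495 in DMSO, and 17974650 and 16880605 in ESC. The paper's text names no aligner, counting tool or test for these libraries. Of the 55291 genes in the table, 20953 passed edgeR's filterByExpr and were tested in one quasi-likelihood model over all 26 libraries after TMM normalization. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. The standard errors of log2 fold changes were derived from the test, as the absolute log2 fold change over the square root of its F statistic. They are approximate, and can be too small for large changes with few counts in 1 group. Levels are given as CPM, the counts relative to the library total scaled by its TMM factor. A level of 3 counts, between 0.0796 and 0.226 CPM depending on the library, was taken as the floor, and a fold change against a group at or under it is a lower bound. Reads were not assigned to molecules, so the floor covers counting error only. Many 2C genes belong to families of near-identical copies (Dux, Zscan4, Tdpoz, Obox, Tcstv, Usp17l), whose reads the counting could have split or dropped, so the value of any single copy is uncertain. Gene positions are those of the table, of which 99.3% of the genes named in GENCODE M21 have the same start and end in that annotation of GRCm38.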

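The knockdown target is listed as Duxf3, 1 copy of the tandem Dux repeat, on the minus strand of chromosome 10 from 58229979 to 58232675. Its level was 2.45 ± 0.417 CPM (SD, n = 2) in RA and 0.636 ± 0.40 CPM (SD, n = 2) in Dux KD RA, a log2 fold change of -1.93 (standard error 0.46, adjusted p = 0.00154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaling by library size only moved it most among the alternatives, to -1.86, and leaving out 1 replicate at a time gave -2.77 to -1.41. In PlaB, Duxf3 was at 8.73 ± 0.734 CPM (SD, n = 2) and had 1 and 0 counts with Dux KD, at least 49.0-fold lower (edgeR adjusted p = 7.1e-11). In Zscan4 OE it was at 1.34 ± 0.583 CPM (SD, n = 2) and had 1 and 0 counts with Dux KD, at least 6.35-fold lower (edgeR adjusted p = 1.8e-04). Zscan4c, on the plus strand of chromosome 7 from 11005745 to 11010547, was at 122 ± 12.6 CPM (SD, n = 2) in RA and 91.4 ± 3.78 CPM (SD, n = 2) in Dux KD RA. This log2 fold change of -0.42 (standard error 0.09, edgeR adjusted p = 7.1e-04) did not reach the threshold of 1. In PlaB, Zscan4c fell from 2598 ± 109 CPM to 1.45 ± 0.111 CPM (SD, n = 2 each), a log2 fold change of -10.80 (standard error 0.15, edgeR adjusted p = 7.6e-27). In Zscan4 OE it fell from 102 ± 2.16 CPM to 0.954 ± 0.248 CPM (SD, n = 2 each), a log2 fold change of -6.74 (standard error 0.17, edgeR adjusted p = 1.1e-20). The log2 fold changes of Zscan4d were -0.19 in RA, not distinguishable from 0 (edgeR adjusted p = 0.193), -10.86 in PlaB and -6.60 in Zscan4 OE. Zfp352 and Tcstv3 were likewise not changed by Dux KD in RA (log2 fold changes -0.32 and -0.25, edgeR adjusted p = 0.482 and 0.560). With Dux KD they were at the floor in both other models, at least 26.6-fold and 23.2-fold lower in PlaB and at least 6.41-fold and 9.91-fold lower in Zscan4 OE. Tdpoz4 was higher in Dux KD RA than in RA, at 0.874 ± 0.180 against 0.269 ± 0.117 CPM (SD, n = 2 each), a log2 fold change of 1.66 (standard error 0.52, edgeR adjusted p = 0.0129), whereas it was at least 12.2-fold lower with Dux KD in PlaB and at least 4.45-fold lower in Zscan4 OE. The 2 2C genes called lower in Dux KD RA were Usp17le and Zscan4b. Usp17le fell from 111 ± 10.1 to 31.9 ± 0.166 CPM (SD, n = 2 each), a log2 fold change of -1.80 (standard error 0.11, edgeR adjusted p = 4.7e-12), and Zscan4b fell from 37.7 ± 3.00 to 14.8 ± 2.04 CPM (SD, n = 2 each), a log2 fold change of -1.35 (standard error 0.12, edgeR adjusted p = 2.5e-09). Besides Tdpoz4, Tdpoz6 was called higher, with 20 and 22 counts in Dux KD RA and none in RA (at least 8.99-fold, edgeR adjusted p = 4.0e-04), but DESeq2 did not call it. Of the 7 genes that the paper names beside Dux in Fig. 1D, Gm11545 was called lower in Dux KD RA (log2 fold change -1.61, standard error 0.25, edgeR adjusted p = 1.5e-05). Gm27167, Trim75, Dnah7c and Pdgfrl were lower by less than the threshold of 1 (log2 fold changes -0.84, -0.72, -0.60 and -0.54, edgeR adjusted p = 0.0101, 0.0120, 0.0293 and 0.00829). Cpb2 and Gpr63, at 0.18 and 0.06, were not distinguishable from 0 (edgeR adjusted p = 0.639 and 0.902). In PlaB all but Gpr63 had lower mean levels with Dux KD, from 74.3 to 0.119 CPM for Trim75 and from 29.9 to 6.23 CPM for Pdgfrl. Gpr63, near the floor in PlaB, went from 0.213 to 0.563 CPM. In Zscan4 OE all 7 means were lower with Dux KD, from 2.63 CPM to no counts for Trim75 and from 6.42 to 5.10 CPM for Pdgfrl. The levels in PlaB and Zscan4 OE are given without a test. Retrotransposons such as MERVL were not analysed here, since the table counts genes.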

In conclusion, building upon previous studies that have demonstrated a role for Dux in totipotent conversion (Hendrickson et al., 2017; Whiddon et al., 2017), we provide a systematic analysis revealing Dux as a common regulatory factor across different totipotent-like cell models.

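Of the 29 2C genes that the paper's text and figures name, 24 were tested. Each induction raised them as a set, with median log2 fold changes of 4.25 for RA against DMSO (17 genes called higher), 6.73 for PlaB against DMSO (20 higher) and 2.61 for Zscan4 OE against ESC (15 higher). These medians rest on different controls. Against ESCs they were 2.51 for RA and 4.99 for PlaB, and against DMSO 5.12 for Zscan4 OE. Dux KD gave a median log2 fold change of -7.02 in PlaB, with 20 genes called lower and none higher (adjusted p = 1.7e-15 from limma's fry test with Benjamini-Hochberg adjustment over 12 comparisons). In Zscan4 OE the median was -5.00, with 17 genes called lower and none higher (limma fry, adjusted p = 1.8e-12). In RA it was -0.23, with 15 of the 24 genes negative and 8 positive, 2 called lower and 2 higher (limma fry, adjusted p = 0.00348). The numbers of calls did not change when p-values were adjusted over these 24 genes alone. In each of Dux KD PlaB and Dux KD Zscan4 OE, 16 of the 24 genes were at the floor. Medians were therefore also taken with each level raised to at least the floor, without genes at the floor in both groups. They were -5.89 over 20 genes in PlaB, -3.36 over 17 in Zscan4 OE and -0.20 over 20 in RA, and so cover fewer genes. The normalized enrichment scores of the set from fgsea were -2.85, -2.65 and -1.31 in the same order, the last with p = 0.123 in a permutation test over genes. With the RA and Dux KD RA libraries fitted alone, the median in RA was -0.24 and the fry test no longer passed 0.05. Leaving out 1 replicate at a time gave medians between -0.21 and -0.0030 in RA, all nearer to 0 than with both replicates. With replicate number as a block, the medians were -7.02, -5.02 and -0.22, while same-numbered replicates were almost uncorrelated in their deviations from the group means (Pearson r across genes 7.8e-04, -0.0166 and 0.00716). A larger set, the Dux-induced genes, holds the 1547 genes called higher in cells overexpressing Dux than in ESCs. Its median with Dux KD in RA was -0.27, with 171 genes called lower and 62 higher (limma fry, adjusted p = 8.2e-06). Across all genes, Dux KD changed 11509 genes in PlaB (5468 higher, 6041 lower), 2332 in Zscan4 OE (1212 higher, 1120 lower) and 2294 in RA (1344 higher, 950 lower). Among genes raised by each induction, Dux KD lowered 5319 of 6759 in PlaB (78.7%), 664 of 1520 in Zscan4 OE (43.7%) and 483 of 4319 in RA (11.2%). Of these raised genes, 27 in PlaB, 17 in Zscan4 OE and 263 in RA (6.1%) were higher with Dux KD. The Dux KD PlaB libraries kept a share of 0.112 of the PlaB response (the median ratio of log2 changes against DMSO over 11146 PlaB-responsive genes outside the Dux-induced set), inside the range of 0.0758 to 0.214 of the groups that received no PlaB. The Dux KD RA libraries kept a share of 0.864 of the RA response across 5604 genes. In the groups that received no RA and are not its control, this share lay between 0.228 and 0.546. The Dux KD Zscan4 OE libraries, whose labels name no doxycycline, kept a share of 0.439 of the Zscan4 OE response over 1808 genes outside the Dux-induced set (against ESCs), inside the range of 0.279 to 0.752 of the 10 groups without the Zscan4 transgene. The paper adds the impaired activation of MERVL and 2C genes after Dux depletion (Fig. 1E–G) to its comparison of regulators across totipotent-like cell models (Fig. 1A–D), and, building upon previous studies, concludes that Dux is a common regulatory factor across these models.

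**Figure D1:**
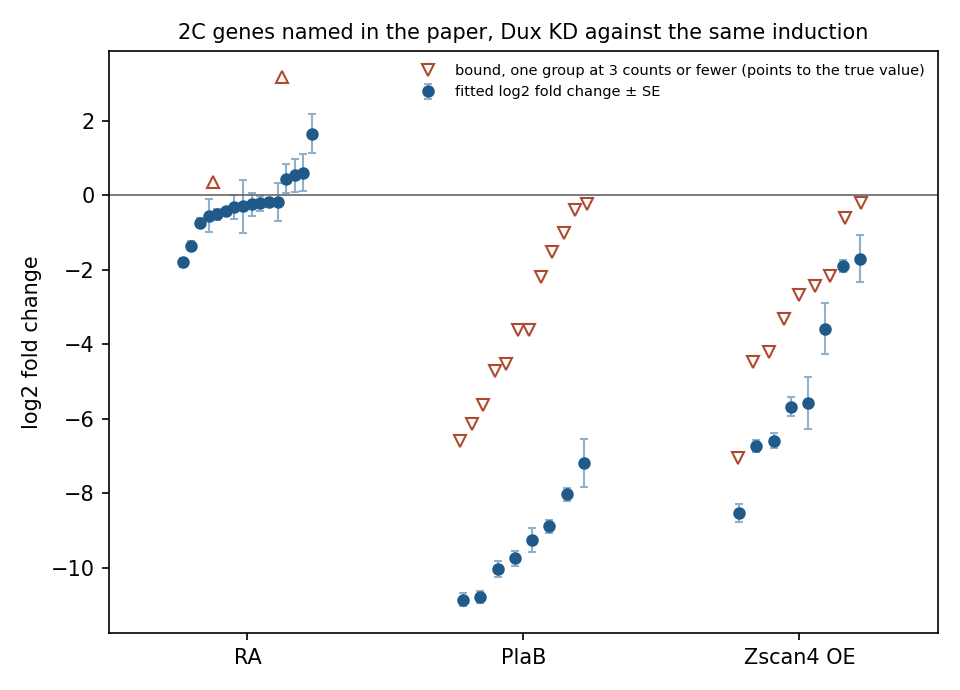
Log2 fold changes of the 2C genes named in the paper, Dux KD against the same induction without it, for RA, PlaB and Zscan4 OE (1 point per gene; filled points are fitted values with standard errors, open triangles are bounds for genes at 3 counts or fewer in 1 group). The drawn values lie between -1.80 and 3.17 in RA, between -10.86 and -0.24 in PlaB, and between -8.55 and -0.21 in Zscan4 OE. Genes at or under the floor in both groups, and bounds of no more than 1-fold, are not drawn.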

### IDR-driven DUX phase separation licenses totipotent transcriptional condensate formation

In recent years, a growing body of evidence has suggested that many transcription regulators in pluripotent cells function through liquid–liquid phase separation (LLPS). However, this emerging paradigm has not yet been fully established in the field of totipotent cells, as there are no reports indicating that key regulators of totipotency have undergone phase separation. To investigate whether totipotency regulators can form biomolecular condensates, we overexpressed the DUX fused with EGFP in cellular models. Notably, the DUX-EGFP fusion protein was observed to form nuclear biomolecular condensates. Following a comparison with previous studies (Grow et al., 2021; Hendrickson et al., 2017; Vega-Sendino et al., 2024; Xie et al., 2022), we further confirmed the formation of DUX protein foci in cells. Additionally, we conducted fluorescence recovery after photobleaching (FRAP) analysis to examine the dynamics of DUX protein condensation both *in vivo* (Fig. 2A and 2B) and *in vitro* (Fig. 2C). Although the size and morphology of DUX-EGFP condensates differ slightly between NIH3T3 and ESC cell lines, the GFP signal of the DUX-EGFP fusion protein in both cell types rapidly recovers after photobleaching. This suggests that DUX condensates are highly dynamic and freely exchanges with cellular components under physiological conditions. To investigate whether these condensates exhibit liquid demixing properties, we treated them with 1,6-hexanediol, a reagent known to disrupt liquid-like condensates (Kroschwald et al., 2017). The results showed that the condensates were indeed disrupted (Fig. 2D).

**Figure 2.**
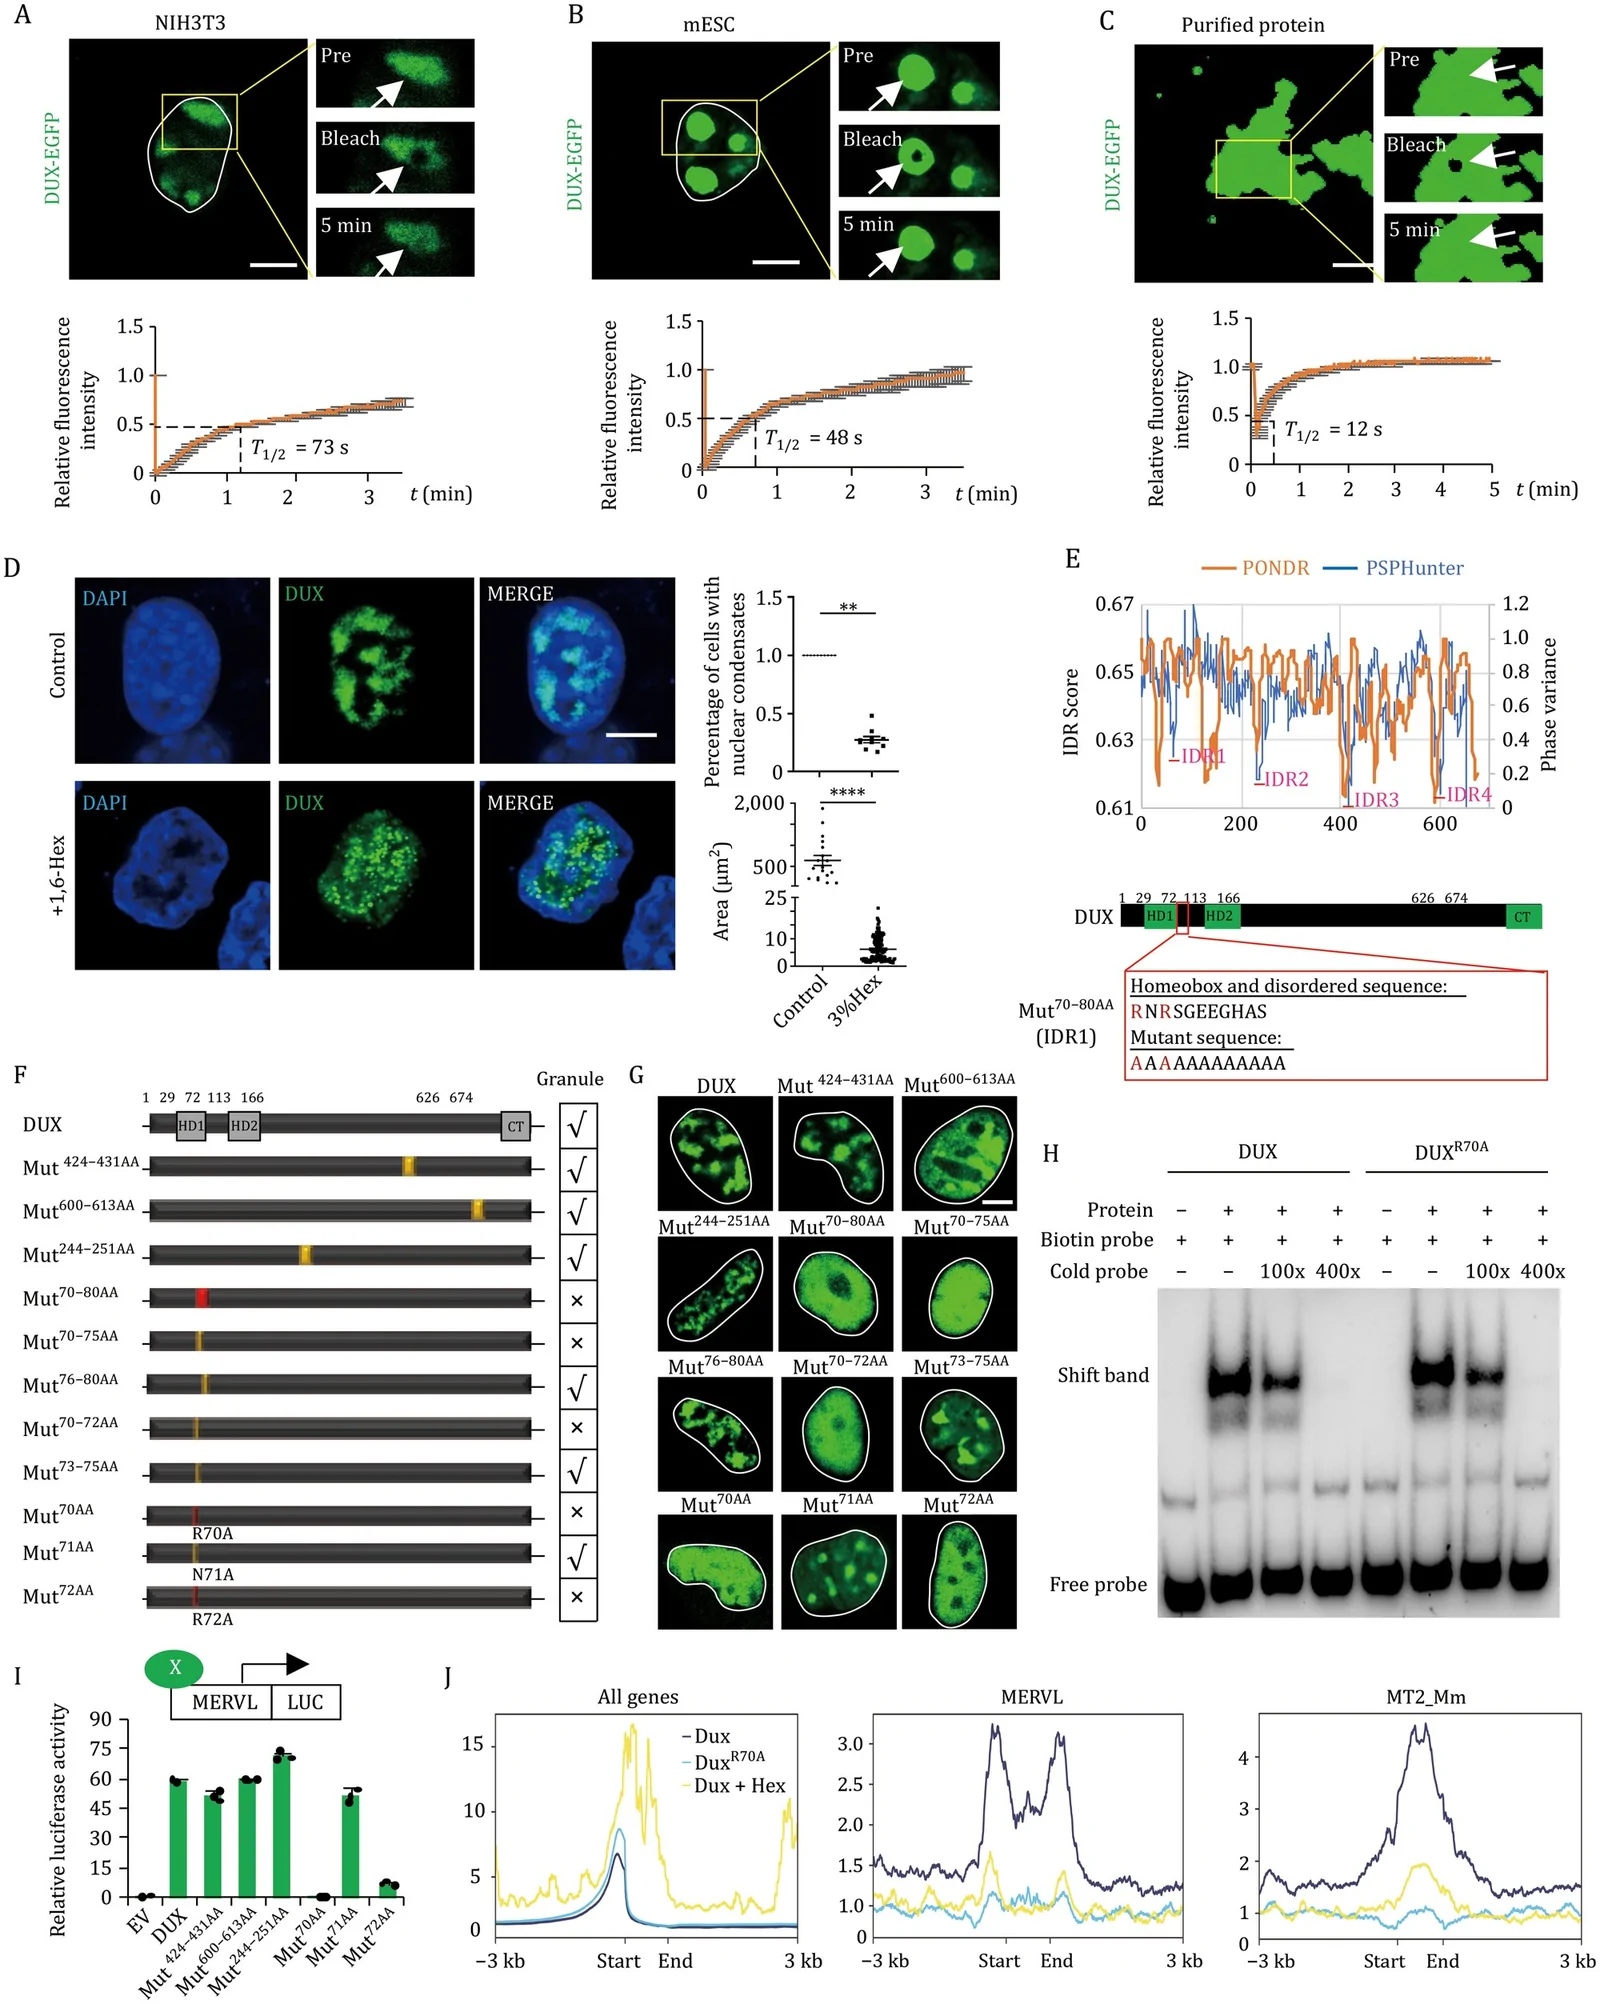
**DUX undergoes condensates *in vitro* and *in vivo***. (A and B) Fluorescence recovery after photobleaching (FRAP) of EGFP-DUX condensate in NIH3T3 (A) (*n* =10 cells) and mESCs (B) (*n* =7 cells) bleached at positions indicated by white arrows. Quantification of fluorescence intensity during FRAP assay (bottom). Scale bars: 5 μm. (C) FRAP of EGFP-DUX purified protein condensation *in vitro* (*n* = 6 condensates). Quantification of fluorescence intensity during FRAP assay (bottom). (D) Live-cell fluorescence imaging revealed that DUX condensates were disrupted by treatment with 1,6-hexanediol (1,6-Hex; 3%) (left panel). The analysis of condensate number (upper right panel) and condensate area (lower right panel) following 1,6-Hex treatment was conducted using three biological replicates. Data are represented as the mean ± SEM. Statistical significance was determined by *t*-test: **P < 0.01; ****P < 0.0001. Scale bars: 5 μm. (E) Graphs depicting the predicted intrinsic disorder regions and driving residues of DUX as determined by PONDR (pondr.com) and PSPHunter (psphunter.stemcellding.org/index.php). (F) Overview of the DUX mutants utilized to identify specific domains or amino acid residues responsible for phase separation. The symbols “√” and “×” denote the capability and incapability of phase separation, respectively. (G) Live-cell images revealed the localization of EGFP-tagged DUX mutants (in Fig. 2G) within transfected cells. Scale bars: 5 μm. (H) EMSA showed the DNA-binding capability of DUX and DUX^R70A^ in the presence or absence of cold probe. The probe sequence is composed of the motif of DUX located on MERVL (Whiddon et al., 2017). (I) Dual luciferase assay to detect core region of MERVL activation induced by various DUX. (J) Occupancy profile of DUX in CUT&Tag peaks averaged over all genomic regions (left), MERVL (middle), or MT2_mM (right) under different conditions.

To elucidate the mechanisms underlying the formation of these condensates, we first analyzed the primary sequence of DUX using the PLAAC algorithm, which assesses amino acid compositional similarity to prion-like domains (PrLDs) (Lancaster et al., 2014). This analysis identified two regions within DUX that may constitute PrLDs (Fig. S2A). However, the removal of these PrLDs had no effect on DUX condensation (Fig. S2B). Recent studies have shown that weak promiscuous interactions caused by IDRs can drive protein condensation (Kim et al., 2023). We found that a significant portion of the DUX protein contains IDRs proposed to LLPS (Fig. 2E). This finding is consistent with DUX having the highest proportion of IDRs among the identified proteins (Fig. 1H). To pinpoint the molecular determinants of phase separation, we systematically truncated IDR segments (Fig. S2C). Deletion of the IDR spanning residues 70–80 (IDR1^Mut^, hereafter referred to as Dux^Mut^) abolished condensate formation (Fig. S2D), while mutagenesis of conserved arginine residues (R70A/R72A) recapitulated this defect *in vivo* and *in vitro* (Figs. 2F, 2G, S2E, and S2F). Purified wild-type DUX formed liquid-like condensates under physiological conditions, whereas DUX^R70A^ failed to phase-separate even at high concentrations (Fig. S2E and S2F), establishing arginine-mediated weak interactions as critical for phase separation.

Functional relevance was confirmed using a MERVL-driven luciferase reporter. Accordingly, we first identified the core sequence of MERVL targeted by DUX (Fig. S2G and S2H) and subsequently evaluated the transcriptional activation activity of various DUX mutants using a dual-luciferase assay. While wild-type DUX robustly activated MERVL transcription, phase separation-deficient mutants (DUX^R70A^, DUX^R72A^) lost this capacity (Fig. 2I), despite electrophoretic mobility shift assays demonstrating that DUX^R70A^ retained the ability to bind the MERVL element (Fig. 2H). Consistent with our live-cell imaging recordings, DUX condensates gradually formed upon Dux expression, followed by the activation of MERVL approximately one hour later (Videos S1–S3). CUT&Tag profiling further revealed that, although 1,6-hexanediol treatment modestly increased genome-wide DUX occupancy, the reduction was far more pronounced at MERVL/MT2 elements, similar to the pattern observed for phase separation-deficient mutants (Fig. 2J). Intriguingly, adding MERVL (125–375) DNA fragments enhanced DUX condensation *in vitro* (Fig. S2I and S2J), suggesting a feedback loop where DNA binding stabilizes phase-separated hubs. These findings indicate that the ability of DUX to form phase-separated condensates is critical for its efficient recruitment to totipotency-associated genomic loci enriched in MERVL/MT2_Mm elements.

### IDR-mediated DUX condensates drive the formation of totipotency-specific super-enhancers

Super-enhancers play a pivotal role in determining cell identity by modulating cell-type-specific genes (Huang et al., 2019). The mechanisms by which DUX regulate enhancer-dependent transcription programs during the pluripotency-to-totipotency (P-T) transition remain poorly understood. To elucidate how DUX influences super-enhancer assembly during the transition to totipotency, we aimed to identify super-enhancers in totipotency-like cells by mapping H3K27ac-marked enhancers in MERVL-positive two-cell-like cells (2CLCs) (Zhu et al., 2021). Using the ROSE algorithm, we identified 263 SEs and 10,022 typical enhancers (TEs) in the 2CLCs (Fig. 3A). Notably, SEs were significantly longer (17-fold) and more frequently associated with MERVL/MT2 elements (26.2%) compared to TEs (7.9%) (Fig. S3A and S3C). These SEs were enriched near intergenic and promoter regions (Fig. S3B). Strikingly, approximately 72.8% of SE-associated genes were activated before the four-cell embryo stage, compared to 27.2% activated at later stages (Fig. 3B; e.g., Tdpoz3/4 and Gm49303/2022; Fig. S3D), suggesting a functional connection between retrotransposon-derived SEs and totipotency.

**Figure 3.**
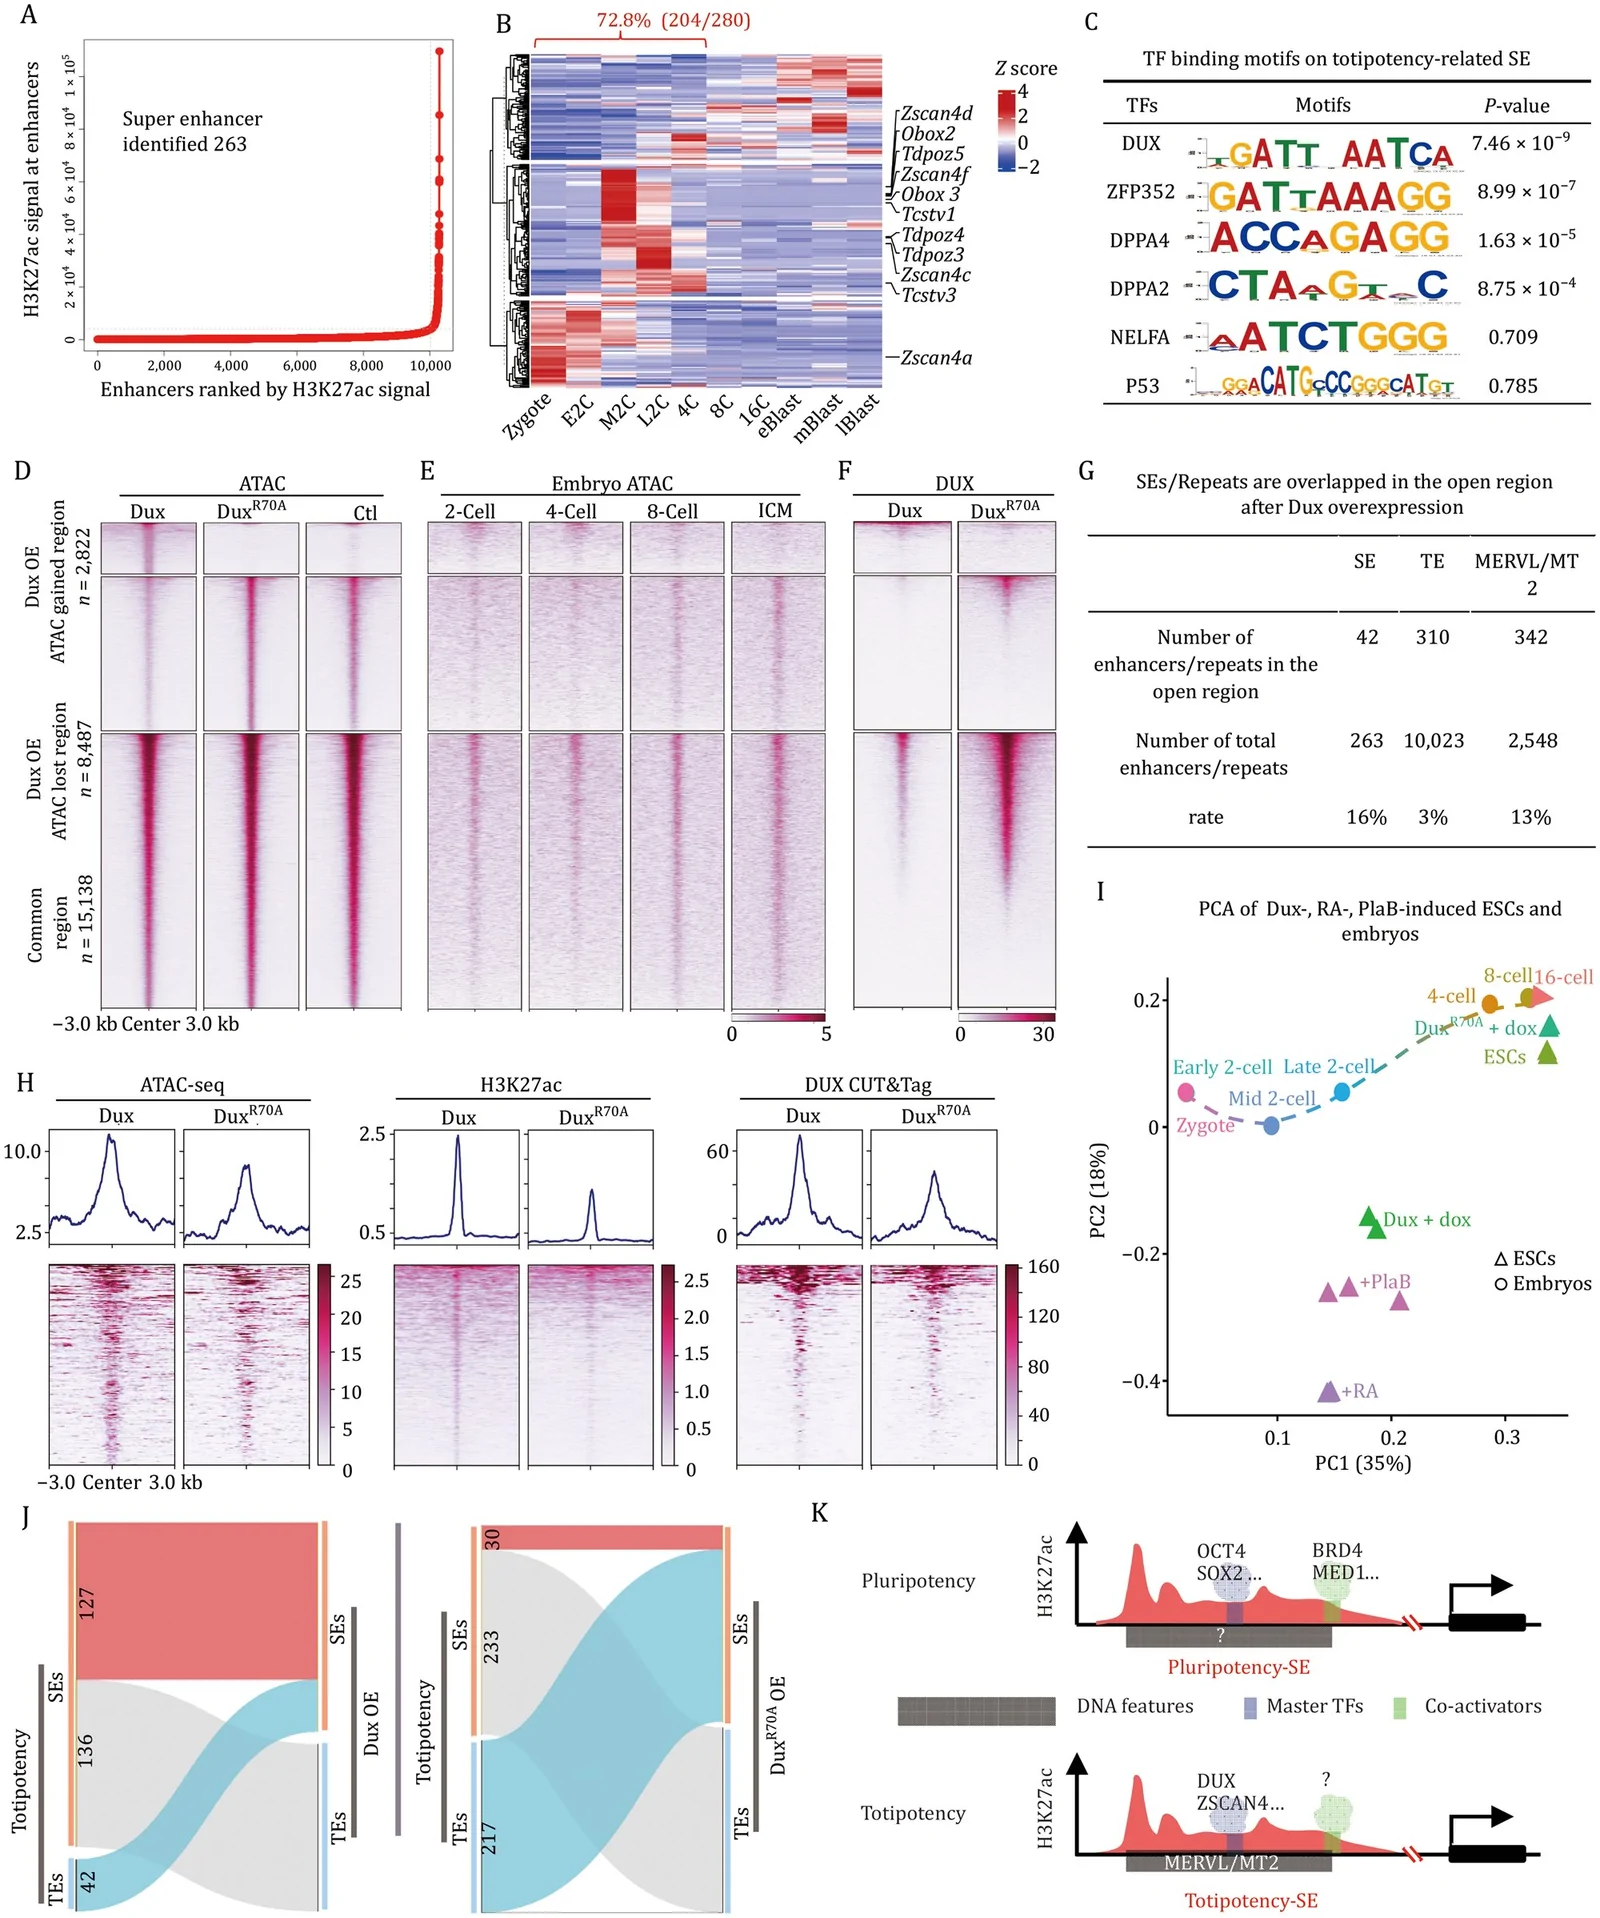
**Phase-separation of DUX activates MERVL/2C genes through mediating super-enhancers establishment**. (A) Identification of SEs in 2CLCs (MERVL^+^). Within the 12.5-kb window, H3K27ac signals were ranked for 2CLCs. The enhancers above the inflection point were defined as totipotent-related SEs. (B) Expression changes of totipotency-associated genes within SEs (*n* = 335) from the mouse zygote to the blastocyst stage. (C) Enrichment analysis of TF binding motifs in 2CLCs using the simple enrichment analysis (SEA) algorithm from MEME. Motifs of reported totipotency-related TFs were analyzed in the SE sequences. (D-F) Heat maps illustrate regions of ATAC-seq signal gain, loss, and common peaks in Control (Ctl), Dux-overexpressing (Dux OE), and phase separation-deficient Dux^R70A^ samples. Dux OE cells exhibit an open/closed chromatin landscape that resembles that of the two-cell-stage embryo. CUT&Tag signals for Dux are enriched in regions of ATAC-seq signal gain, whereas Dux^R70A^ is associated with regions of ATAC-seq signal loss. (G) Ratio of Dux gain regions containing SEs, TEs, or MERVL/MT2. (H) Heatmaps showing ATAC-seq, H3K27ac, and DUX signal profiles of totipotency-related SEs loci after Dux and phase separation deficiency Dux^R70A^ overexpression (*n* = 2 biological replicates). (I) Transcriptome-based PCA of ESCs, induced cells and mouse preimplantation embryos. (J) Sankey diagrams for totipotency SEs change after overexpressing Dux and phase separation deficient Dux^R70A^. The red bars indicate the 263 reference SEs in 2CLCs, allowing direct comparison across conditions. Red blocks indicate SEs that are maintained across both conditions. Blue blocks represent regions originally identified as TEs in 2CLCs that are converted to SEs under Dux OE or Dux^R70A^ OE. Grey blocks represent regions classified as SEs in 2CLCs that are downgraded to TEs under Dux OE or Dux^R70A^ OE. (K) Models of the characteristics of pluripotent SE and totipo tency SE.

SEs are known to cluster transcription factor binding motifs (Whyte et al., 2013). Motif analysis revealed that SEs were enriched for binding sites of totipotency-related transcription factors, including DUX, ZFP352, and DPPA2/4 (Fig. 3C), many of which have been shown to promote the P-T transition (Eckersley-Maslin et al., 2019; Li et al., 2023, Whiddon et al., 2017). DUX exhibited the strongest correlation with H3K27ac deposition (Fig. S3E), indicating potential interaction with coactivators to catalyze histone acetylation. ATAC-seq analysis demonstrated that DUX overexpression increased chromatin accessibility at 2,822 genomic regions, many of which were enriched in two-cell embryos (Fig. 3D and 3E). Strikingly, these regions lost accessibility upon expression of the phase separation-deficient Dux^R70A^ mutant (Fig. 3D and 3E) as well as enrichment of this mutant (Fig. 3F), underscoring the necessity of phase separation for chromatin remodeling. To investigate whether DUX condensate-induced chromatin remodeling is essential for SE assembly, we examined DUX-induced open chromatin regions, which were found to contain 13% MERVL/MT2 elements (Fig. 3G). Given that totipotency-like-associated SEs also harbor MERVL/MT2, we analyzed these SEs and found that 16% of them (vs. 3% of TEs) coincided with DUX-induced open regions (Fig. 3G). These results indicate that DUX-mediated phase separation is critical for chromatin remodeling during totipotency-like SE assembly.

To further assess the direct impact of DUX phase separation on SE assembly as well as targeted genes, we analyzed ATAC-seq signals in Dux^R70A^-expressing cells. SE-associated open chromatin regions exhibited reduced accessibility (Fig. 3H, left), accompanied by diminished H3K27ac deposition and phase separation-deficiency DUX enrichment (Fig. 3H, middle and right). 

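The effect of Dux R70A, the phase separation-deficient mutant, on gene expression was read from the same table of gene counts. It holds 2 libraries each of ESCs overexpressing Dux (Dux OE) or Dux R70A (Dux R70A OE), induced by the labels with 4 µg/mL doxycycline for 24 h, and of untreated ESCs. The 2 replicates had 15016024 and 16092561 counted reads in Dux OE and 17934680 and 15058482 in Dux R70A OE. Uninduced cells of the Dux and Dux R70A lines were not analysed here, so untreated ESCs were used as the control and DMSO-treated ESCs as the alternative. In Dux OE, Duxf3 had 55 and 48 counts against 3 and 0 in ESCs, at least 18.8-fold higher (edgeR adjusted p = 1.0e-06). In Dux R70A OE it had 0 and 0 counts. Both Dux R70A OE and ESCs were therefore at the floor, and the expression of the Dux R70A transgene cannot be read from this gene. The paper's text does not give the transgenes' nucleotide sequences, so how many of their reads are counted on Duxf3 is not known.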

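Tdpoz3 (chromosome 3, 93826020 to 93827117, plus strand) was at 36.9 ± 2.24 CPM (SD, n = 2) in Dux OE and 0.449 ± 0.0696 CPM (SD, n = 2) in ESCs, a log2 fold change of 6.33 (standard error 0.31, edgeR adjusted p = 2.6e-15). In Dux R70A OE it had 0 and 1 counts, at least 211-fold lower than in Dux OE (edgeR adjusted p = 2.1e-16) and at least 2.57-fold lower than in ESCs (edgeR adjusted p = 0.00238). Tdpoz4 (chromosome 3, 93796398 to 93797510, plus strand) was at 32.6 ± 2.52 CPM (SD, n = 2) in Dux OE, a log2 fold change of 7.35 over ESCs (standard error 0.38, edgeR adjusted p = 3.5e-14). It had only 4 and 2 counts in ESCs, so this standard error may understate the counting error. With 0 and 0 counts in Dux R70A OE, Tdpoz4 was at least 187-fold lower than in Dux OE (edgeR adjusted p = 5.9e-15) and called lower than in ESCs (at least 1.09-fold, edgeR adjusted p = 0.0215). Neither gene was called lower against DMSO-treated ESCs, where both were also at the floor (edgeR adjusted p = 0.487 for Tdpoz3 and 0.435 for Tdpoz4). Tdpoz1 and Tdpoz9 were at least 10.4-fold and 4.52-fold higher in Dux OE than in ESCs (edgeR adjusted p = 1.0e-04 and 0.00667), but DESeq2 did not call Tdpoz9. Obox3 (chromosome 7, 15479825 to 15639902, minus strand, a span that overlaps Obox1) was at 2.31 ± 0.174 CPM (SD, n = 2) in Dux OE and had no counts in ESCs or Dux R70A OE. It was at least 11.9-fold higher in Dux OE than in ESCs (edgeR adjusted p = 1.2e-04) and at least 13.2-fold lower in Dux R70A OE than in Dux OE (edgeR adjusted p = 5.3e-05). Obox2 (chromosome 7, 15388721 to 15398545, plus strand) was at 1.03 ± 0.303 CPM (SD, n = 2) in Dux OE and also had no counts in ESCs or Dux R70A OE. The bounds were at least 5.30-fold higher than in ESCs (edgeR adjusted p = 0.00136) and at least 5.87-fold lower in Dux R70A OE than in Dux OE (edgeR adjusted p = 6.8e-04). No difference between Dux R70A OE and ESCs was detectable at this depth for the 2 Obox genes.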

The reduction in chromatin accessibility at SEs, mediated by the phase separation-dependent function of DUX, accompanies the transcriptional silencing of adjacent two-cell (2C) genes, such as *Obox* and *Tdpoz* (Fig. S3F). Consequently, Dux^R70A^ expressing cells displayed a transcriptomic shift from a totipotency-like to a pluripotent stem cell profile (Figs. 3I, S3G, and S3H). 

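Dux OE changed 1992 genes against ESCs (1547 higher, 445 lower), and Dux R70A OE changed 3550 (2143 higher, 1407 lower). Against DMSO-treated ESCs, the control that moved these counts most in Dux OE and Dux R70A OE, the numbers were 3811 and 1897. The DMSO-treated and untreated ESCs themselves differed in 3401 genes, and across 18961 genes not changed by Dux OE this difference correlated with that between Dux R70A OE and Dux OE (Pearson r 0.508 across genes, which are not independent replicates). This choice of genes leaves Dux OE close to ESCs, so that the 2 differences have nearly the same reference, and over all tested genes r was 0.363. Between Dux R70A OE and Dux OE, 2854 genes differed (1280 higher, 1574 lower). Of the 1547 genes higher in Dux OE than in ESCs, 984 (63.6%) were lower in Dux R70A OE than in Dux OE, and 408 (26.4%) were also higher in Dux R70A OE than in ESCs. The 24 tested 2C genes had a median log2 fold change of 7.17 in Dux OE against ESCs, with 23 called higher (adjusted p = 5.3e-16 from limma's fry test with Benjamini-Hochberg adjustment over 12 comparisons). In Dux R70A OE against Dux OE the median was -10.56, with 23 genes called lower (limma fry, adjusted p = 5.3e-16). With levels raised to the floor it was -7.72 over the 23 genes not at the floor in both groups. Against ESCs the median in Dux R70A OE was -3.58, with 11 genes called lower and none higher (limma fry, adjusted p = 2.1e-08). In Dux R70A OE 20 of the 24 genes were at the floor. In ESCs 11 of these were at the floor as well, so their fitted values are not reliable. Over the other 13 of the 24, with levels raised to the floor, the median was -3.25. Against DMSO-treated ESCs the median of the fitted values of all 24 was 0.00, although the fry test still passed 0.05 in the direction of lower. With replicate number as a block, the 3 medians over all 24 genes were 7.17, -10.55 and -3.58. Same-numbered replicates were almost uncorrelated (Pearson r across genes -0.00218, 0.0237 and -0.00718). The 1547 Dux-induced genes had a median of 0.00 in Dux R70A OE against ESCs (limma fry, adjusted p = 2.6e-07, in the direction of higher), with 597 of them at the floor in both groups. Over the other 950, with levels raised to the floor, the median was 0.86. When the set was limited to the 200 of the 1547 genes with the smallest p in Dux OE against ESCs, the median of the fitted values, not raised to the floor, was -2.59. On log2 CPM of all tested genes, the Euclidean distance from ESCs was 128 for Dux R70A OE and 163 for Dux OE, a ratio of 0.784, and the distance between Dux R70A OE and Dux OE was 186. Over the 500 most variable genes the ratio was 0.314. In a principal component analysis of the ESC, DMSO, Dux OE, Dux R70A OE, RA and PlaB libraries, component 1 (50.6% of the variance) placed Dux R70A OE at -68.6 and -66.3, ESCs at -55.6 and -55.3, DMSO at -85.4 and -87.2, and Dux OE at 6.60 and 7.24. On component 2 (19.0%), Dux R70A OE was at -36.4 and -36.1, next to ESCs at -36.6 and -36.9, with DMSO at -55.8 and -54.9 and Dux OE at 49.4 and 50.5. Component 3 (14.4%) placed Dux OE at 104 and 105, ESCs at 30.5 and 29.6, DMSO at -19.8 and -19.6, and Dux R70A OE at -33.7 and -36.3. The embryo data in Fig. 3I were not analysed here. The paper presents this shift as a consequence of the reduced chromatin accessibility at SEs and the silencing of adjacent 2C genes (Figs. 3I, S3G, and S3H).

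**Figure D2:**
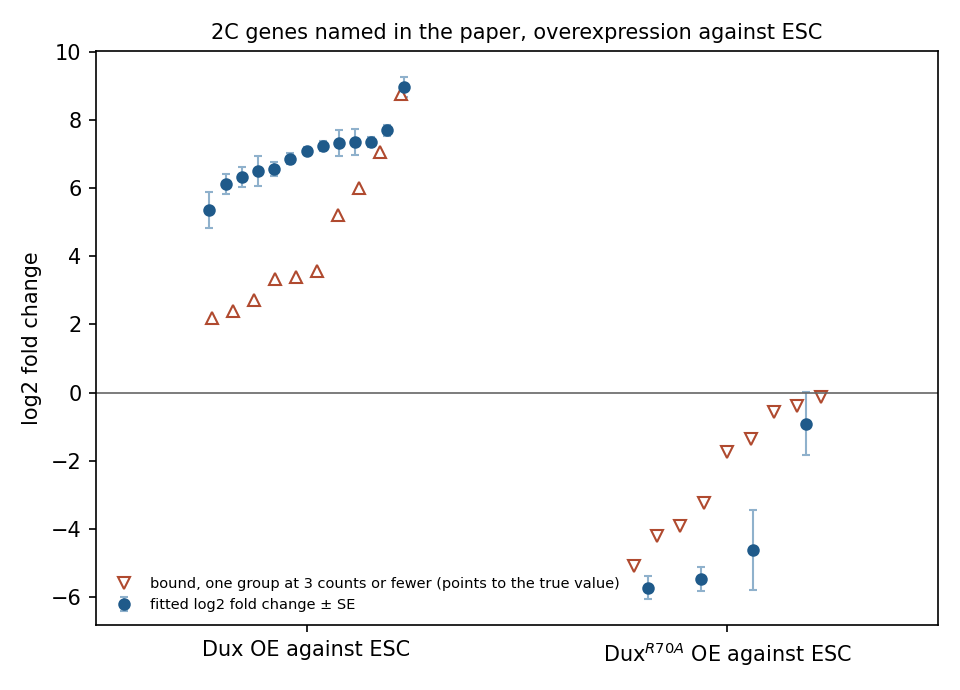
Log2 fold changes of the 2C genes named in the paper, Dux OE and Dux R70A OE against untreated ESCs (1 point per gene; filled points are fitted values with standard errors, open triangles are bounds for genes at 3 counts or fewer in 1 group). The drawn values lie between 2.18 and 8.97 in Dux OE and between -5.73 and -0.13 in Dux R70A OE. Genes at or under the floor in both groups are not drawn.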

The number of totipotency-like-associated SEs also decreased significantly (11% vs. 48% in DUX-overexpressing cells; Fig. 3J), further highlighting the role of phase separation in SE assembly.

Collectively, we initially identified totipotency-like-associated SEs that contain the retroviral element MERVL specifically targeted by totipotency-related proteins, which are distinctly different from pluripotency-related SE. Additionally, chromatin remodeling induced by phase separation of DUX will facilitate SE assemble for the activation of totipotency-related transcriptome. However, the coactivators involved in the establishment of these totipotency-like SE remain unclear (Fig. 3K).

### DUX condensates spatially reorganize CBP/p300 to catalyze totipotency-specific epigenetic remodeling

Chromatin architecture can be modified through various post-translational modifications of histone proteins, thereby relaxing the tightly packed chromatin structure (Perino and Veenstra, 2016). H3K27ac serves as a marker for active enhancers and plays a role in this process. However, the mechanism by which DUX regulates H3K27ac modification to establish totipotency-like-associated SE in regions where chromatin remains closed in pluripotent cells is not fully understood. We investigated how the phase separation of DUX activates H3K27ac and observed that DUX condensates colocalized with H3K27ac (Fig. S4A and S4B). Additionally, overexpression of DUX directly increased both H3K27ac and H3K4me1 levels in cells (Fig. S4C and S4D). The recruitment of histone acetyltransferases CBP/p300 is critical for establishing super-enhancers (SEs) marked by H3K27ac (Sen et al., 2019). We investigated whether DUX-driven phase separation spatially directs CBP/p300 activity to retrotransposon-rich loci during the P-T transition. Live-cell imaging revealed that DUX condensates colocalized with both CBP and p300 (Fig. 4A and 4B), whereas the phase separation-deficient mutant Dux^R70A^ failed to form condensates with the coactivators (Figs. 4A and S4E). Notably, CBP and p300 colocalize with DUX in cells expressing either wild-type DUX or phase separation-deficient DUX^R70A^. Co-immunoprecipitation (Co-IP) confirmed that DUX physically interacts with CBP/p300 independently of phase separation (Fig. 4C), suggesting that phase separation spatially concentrates, rather than initiates, these interactions.

**Figure 4.**
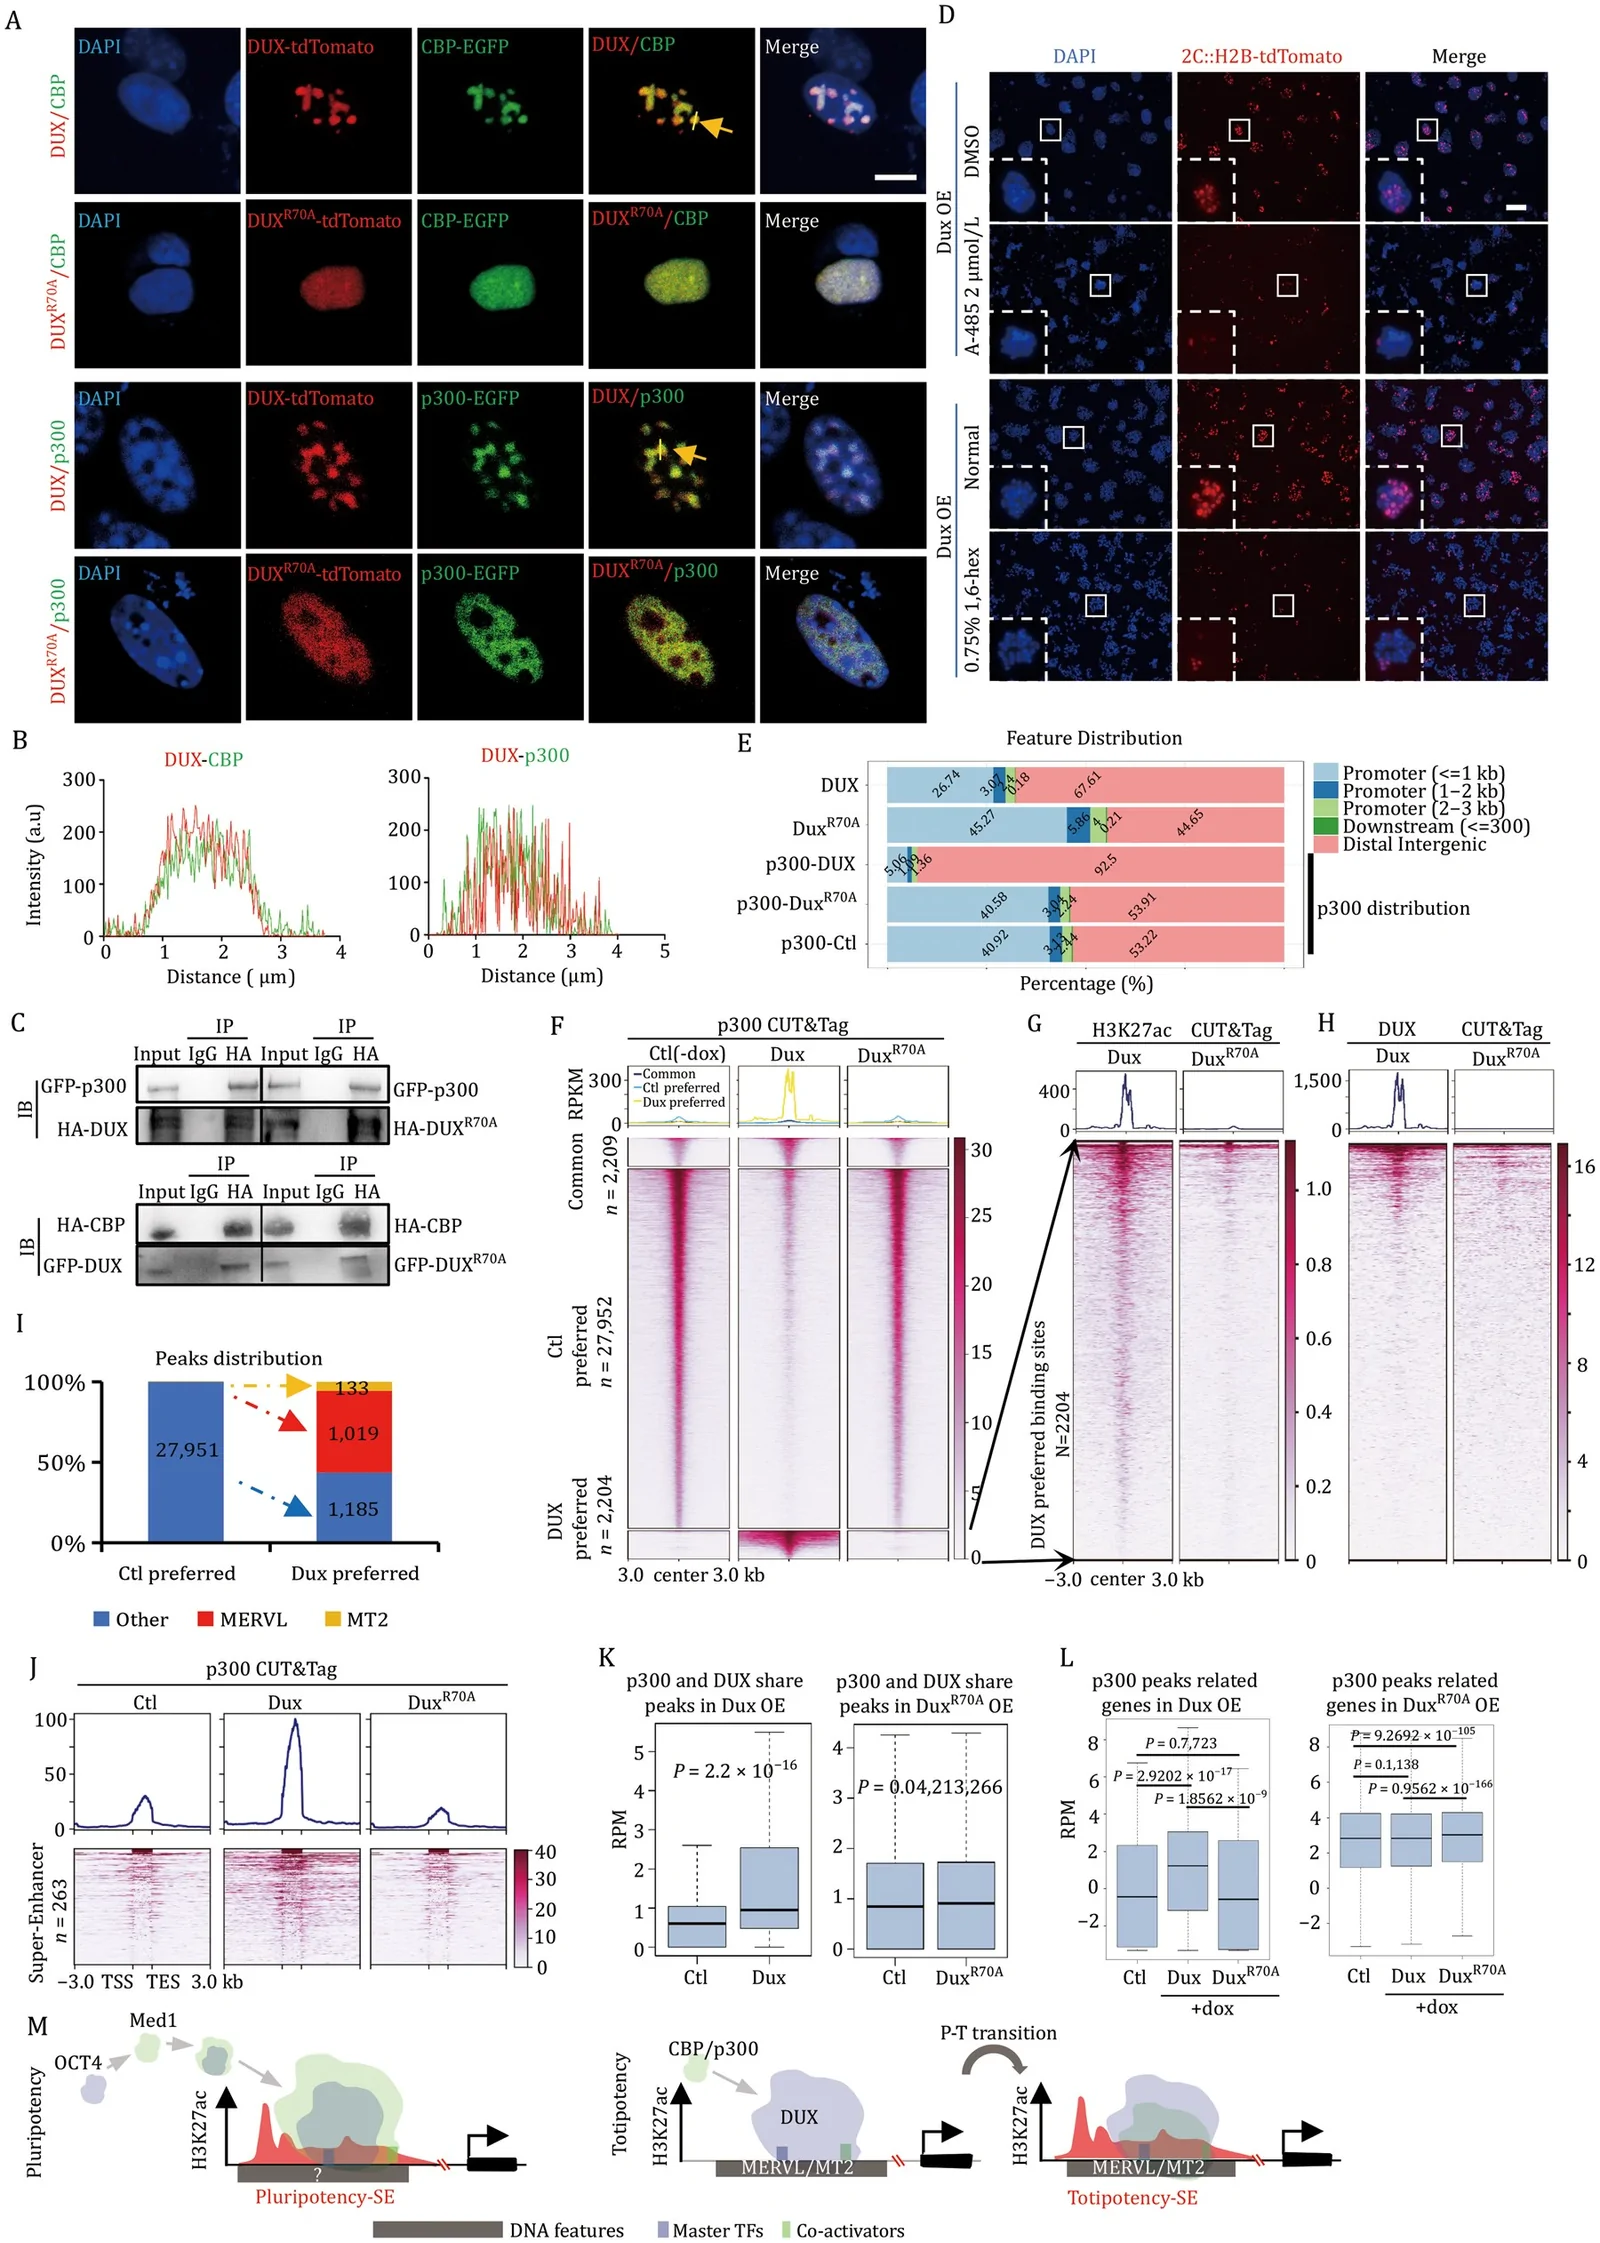
**Dux recruits factors to catalyze acetylation within totipotency-related super-enhancer**. (A) Fluorescence images of the cell expressing tdTomato-Dux or tdTomato-Dux^R70A^ co-localized with EGFP-p300 and EGFP-CBP in the same cell. Scale bars: 5 µm. (B) Quantification of the fluorescence intensity along the line profile embedded within the condensate indicated by the arrow in Fig. 4A. (C) Co-IP analysis of GFP-p300 with HA-DUX/DUX^R70A^, and HA-CBP with GFP-DUX/DUX^R70A^. (D) Fluorescence microscopy images illustrating the alterations in MERVL-positive cell populations following Dux induction, after treatment with either A-485 or 1,6-Hex (n = 3 biological replicates). Scale bars: 50 µm. (E) Stacked plots illustrating the changes in the distribution percentages of Dux and p300 peaks following the overexpression of Dux or the phase separation-deficient mutant Dux^R70A^. (F) Heatmap illustrating enrichment of p300 in control, Dux-induced, and DUX^R70A^-induced cells. Following Dux expression, a Dux-preferred region of p300 enrichment was identified, comprising 2,204 peaks. After overexpression of Dux and phase separation-deficient Dux^R70A^, three distinct regions were defined: Dux-preferred, control-preferred, and common regions. By comparing the differential peaks of p300 between control and Dux + dox conditions, these regions were categorized accordingly. (G and H) Heatmap illustrating the enrichment of H3K27ac (G) and Dux (H) in the Dux-preferred region of p300 following overexpression of Dux and phase separation deficiency Dux^R70A^. (I) Stacked plots showing the distribution of Ctl- and Dux-preferred p300 binding peaks identified in (F). (J) Heatmap showing enrichment of p300 on totipotency-related SEs (number = 263) after overexpression of Dux and phase separation deficiency Dux^R70A^. (K) Box plots illustrating the expression levels (in reads per million, RPM) of loci commonly shared by p300 and Dux/Dux^R70A^ in the corresponding samples. (L) Box plots illustrating the expression levels (in reads per million, RPM) of neighboring genes correlated with loci co-occupied by p300 and Dux/Dux^R70A^ in the respective samples. (M) Model of the establishment mechanism of pluripotent SE and totipotency SE.

To investigate whether the condensates formed by DUX and its interaction with CBP/p300 are essential for DUX-induced totipotency, we treated DUX-expressing cells with the CBP/p300 inhibitor A-485 or shRNA-specific for CBP and p300. These treatments resulted in the abolition of MERVL reporter activity (Figs. 4D, S4F, and S4G) and disrupted MERVL/2C gene expression (Fig. S4H), findings consistent with observations in cells where DUX condensates were disrupted by 1,6-hexanediol. Conversely, co-expression of DUX with p300 synergistically enhanced MERVL activation (Fig. S4I), further implicating phase separation induced interaction with CBP/p300 is essential for DUX function. Notably, the concentration of 1,6-hexanediol used in this experiment (0.75%) was relatively low and significantly below the levels typically used to disrupt nucleoli or non-nucleolar compartments (Liu et al., 2021; Vertii et al., 2019; Xie et al., 2022), supporting the specificity of our observations.

Considering that CBP/p300 is recruited to the condensates formed by DUX, we investigated whether phase separation of DUX affects p300 distribution. Indeed, DUX condensates reprogram the genome-wide binding of p300 towards a DUX-binding pattern. Upon DUX overexpression, p300 preferentially binds to intergenic regions (92.5% versus 53.91% in the control and Dux^R70A^ groups), which is consistent with the altered DUX enrichment following the loss of R70 (67.61% versus 44.65%) (Fig. 4E). To elucidate the binding characteristics of p300 influenced by DUX, we profiled genome-wide p300 binding in DUX-overexpressing cells and identified 2,204 “DUX-preferred” binding regions (Fig. 4F). These regions exhibited elevated H3K27ac and DUX occupancy (Fig. 4G and 4H). Strikingly, these regions contain more acetylated MERVL and MT2 (Figs. 4I and S4J), consistent with p300's preferential binding to SEs in DUX-expressing cells (Fig. 4J). Through Dux^R70A^ expression maintains some loci along with p300 enrichment (Fig. 4H), phase separation deficiency fails to reactivate loci for enhancer RNA production (Figs. 4K and S4K) or activate nearby gene expression with comparable intensity to that of the wild type (Figs. 4L and S4K). This demonstrates that phase separation licenses “spatially restricted” coactivator recruitment for gene activation.

Mechanistically, DUX condensates create microenvironments where p300/CBP catalyzes H3K27ac deposition, rendering chromatin accessible for transcriptional machinery (Fig. 4M). This contrasts with pluripotency, where pre-existing SEs recruit OCT4 and coactivators to stabilize lineage-specific enhancers (Sabari et al., 2018). Our findings redefine the role of DUX as an architectural scaffold that phase separates to spatially redistribute epigenetic modifiers, enabling retrotransposon-driven SE establishment—a hallmark of totipotency.

### DUX condensates drive enhancer-promoter interactions critical for totipotency

Super-enhancers (SEs) regulate cell identity by orchestrating chromatin architecture and enhancer-promoter communication (Huang et al., 2019). While phase separation has been implicated in pluripotency-associated SE regulation (Sabari et al., 2018), its role in establishing SE-specific chromatin loops remain unexplored. To investigate this, we generated Hi-C profiles of mESCs after overexpressing Dux or Dux^R70A^, examining Dux’s ability to modulate 3D chromatin structure via phase separation. Hi-C analysis of Dux-overexpressing embryonic stem cells (ESCs) revealed widespread chromatin reorganization, with 70.5% (4226/5992) of genomic regions undergoing TAD boundary shifts, fusions, or *de novo* formations (Figs. 5A and S5A). These reorganized TADs were enriched for totipotency-like-related SEs with (75.7%, 199/263) or without DUX condensates (65.8%, 173/263) (Fig. S5B), while only genes within DUX condensates induced reorganized TADs exhibited pronounced upregulation (Figs. 5B and S5C). 

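Among the genes labelled in Fig. 5B, Usp17le (chromosome 7, 104768049 to 104777470, minus strand) was at 541 ± 17.8 CPM in Dux OE and 3.26 ± 1.03 CPM in ESCs (SD, n = 2 each). This is a log2 fold change of 7.36 (standard error 0.15, adjusted p = 3.2e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zscan4d (chromosome 7, 11161374 to 11166159, minus strand) rose from 11.0 ± 1.29 to 1683 ± 33.6 CPM (SD, n = 2 each), a log2 fold change of 7.25 (standard error 0.15, edgeR adjusted p = 3.2e-23). Gm4340 (chromosome 10, 104194042 to 104196522, plus strand) rose from 7.28 ± 2.75 to 303 ± 138 CPM (SD, n = 2 each), a log2 fold change of 5.37 (standard error 0.53, edgeR adjusted p = 8.5e-09). Its 2 Dux OE replicates differed, at 399.8 and 205 CPM, but both lay above both ESC replicates. All 3 genes have near-identical copies, so their single values are uncertain. Membership of reorganized TADs and of DUX condensates was not analysed here.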

Strikingly, Dux condensates facilitated long-range (>1 Mb) and inter-chromosomal interactions, as evidenced by elevated contact frequencies in Hi-C aggregate peak analysis (APA) (Fig. 5C). SE-associated loops also showed enhanced interaction strength in Dux-expressing cells, whereas pluripotency-associated SE loops remained unaffected (Fig. 5D). These totipotency-like-associated SE loops preferentially localize within inter-chromatin (Fig. 5E, right), long-range chromatin regions (Fig. 5E, left) and reorganized TADs regions (Fig. 5F). These findings suggest that Dux condensates selectively reconfigure chromatin topology to prioritize totipotency gene activation.

**Figure 5.**
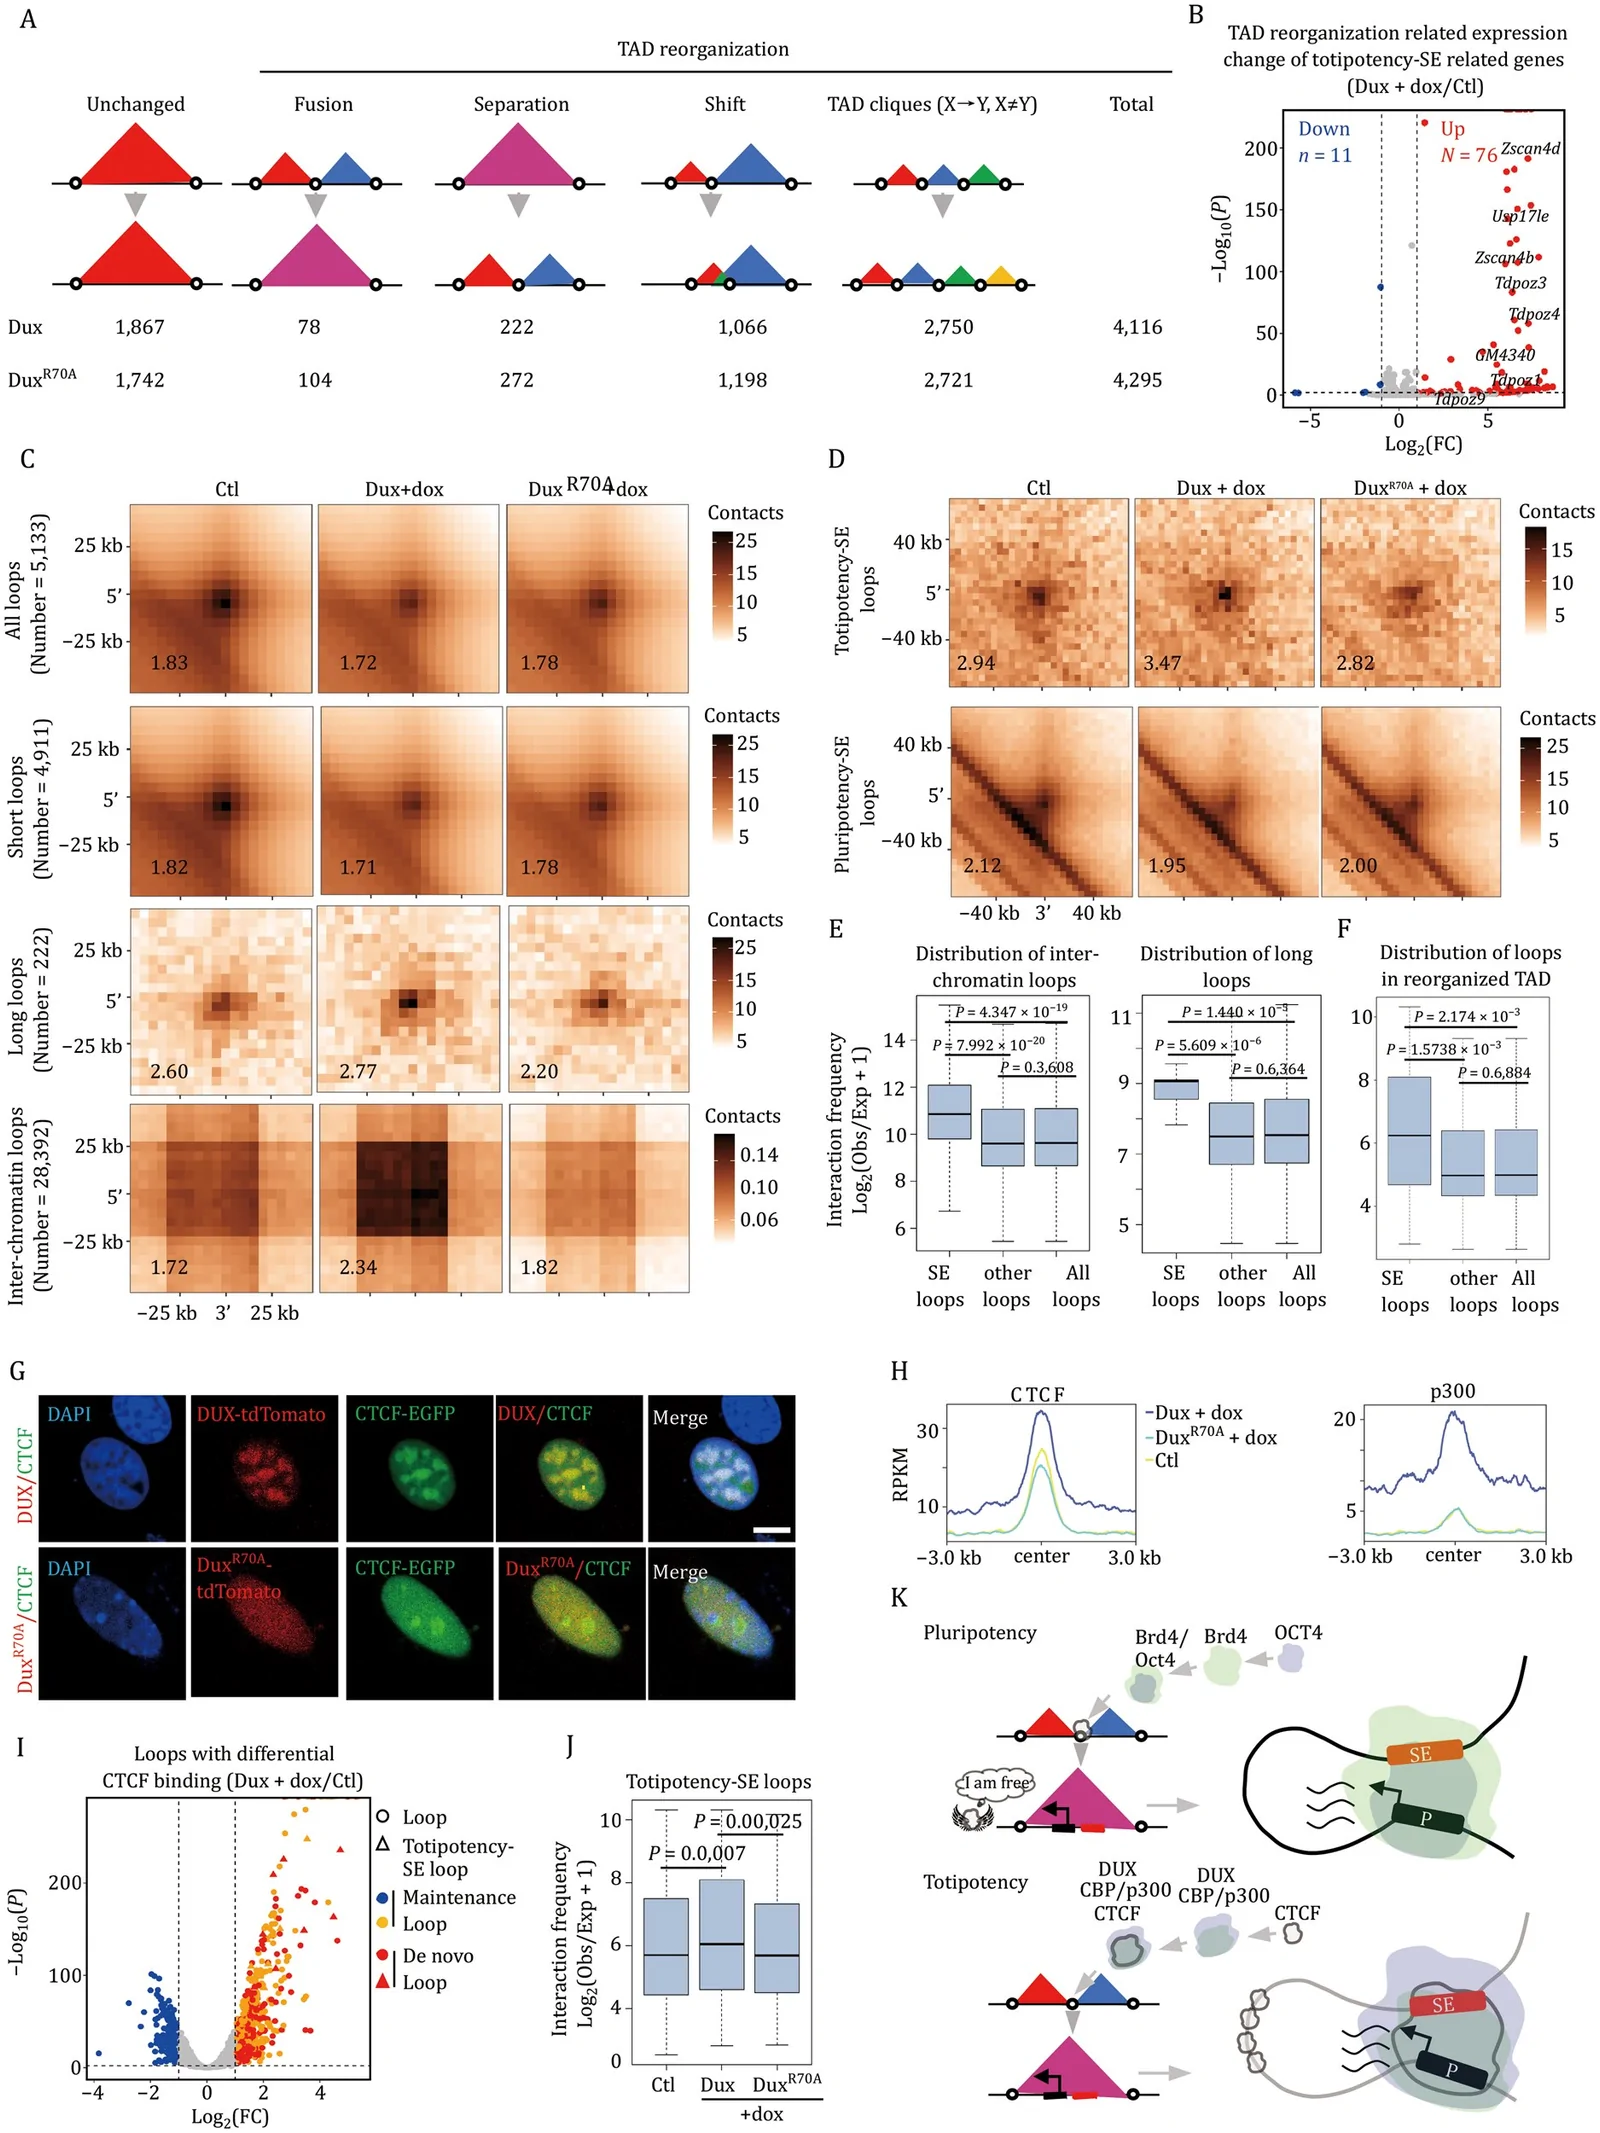
**DUX condensates induce totipotency-related enhancer-promoter interaction**. (A) Comparison of the number of unchanged TADs versus reorganized TADs following the overexpression of Dux and DuxR70A, respectively. TAD reorganization includes TAD fusion, separation, shift, and TAD cliques (X, Y > 2). (B) Volcano plot illustrating the expression changes of totipotency-SE associated genes related to TAD reorganization in cells overexpressing Dux. Gray dots represent genes with no significant change in expression; red dots indicate upregulated genes; blue dots signify downregulated genes. The majority of SE-associated genes exhibited upregulation following TAD reorganization in Dux-overexpressing cells (right panel), as opposed to those overexpressing DUX^R70A^. (C) Aggregate peak analysis (APA) was employed to quantify the strength of all loops, including short loops (middle), long loops (middle), and inter-chromatin loops (bottom) following the overexpression of Dux and phase separation deficiency Dux^R70A^. The mean APA enrichment scores are presented in the lower left APA plot. Short loops are defined as chromatin loops with a genomic span less than 1,000 kb, whereas long loops are those spanning more than 1,000 kb. Inter-chromatin loops refer to loops formed between loci located on different chromosomes (i.e., inter-chromosomal interactions). (D) APA was employed to quantify the totipotency-SE loops and pluripotency-SE loops (bottom) after overexpression of Dux and phase separation deficiency Dux^R70A^. The mean APA enrichment scores were shown in the lower left APA plot. (E) Distribution of inter-chromatin loops (left) or long loops (right) for SE loops, other loops and all loops. (F) Distribution of loops in reorganized TAD for SE loops, other loops, and all loops. (G) Fluorescence microscopy images demonstrate co-localization of tdTomato-Dux and tdTomato-Dux^R70A^ with EGFP-CTCF within the same cellular environment (*n* = 3 biological replicates). Scale bars: 5 µm. (H) Enrichment of CTCF and p300 in CTCF-up loops. (I) Volcano plot comparing differential CTCF binding loops in Dux-expressing cells against control (Ctl). Gray dots represent loops with no significant change in CTCF binding; blue dots indicate loops where CTCF binding is weakened; red dots signify loop where CTCF binding is strengthened; orange dots highlight newly generated loops with strengthened CTCF binding; triangles denote loops associated with SE. (J) Quantification of interaction frequency of totipotency-SE loops, detected in Ctl, Dux overexpressing, and Dux^R70A^ overexpressing ESCs. (K) Model of the establishment mechanism for pluripotent-related DNA loops/TAD and totipotency-related DNA loops/TAD.

CTCF, a key architectural protein, was dynamically recruited to Dux condensates (Fig. 5G) thereby impacting genome-wide CTCF binding. In fact, distinct binding motif of totipotent regulatory factors, including DUX and p53, was observed within DNA loops in Dux-expressing cells compared to Dux^R70A^ and control conditions (Fig. S5D), suggesting a potential collaborative role of CTCF with DUX in the establishment of 2CLCs. We hypothesize that CTCF will be not only recruited to the DUX condensates but also exhibit a DUX-like binding pattern like CBP/p300. Dux overexpression increased CTCF binding at reorganized TAD (Fig. S5E), demonstrating CTCF’s role as a regulator during cohesin-mediated loop extrusion rather than merely serving as boundaries for intra-TAD chromatin interactions (Davidson et al., 2023). These CTCF containing loops exhibited co-enrichment of p300 (Fig. 5H), implicating a cooperative mechanism where phase-separated Dux condensates concentrate acetyltransferase activity to stabilize transcriptional hubs. The enrichment of CTCF induced by the phase separation of DUX facilitates the maintenance and generation of loops containing totipotency-like-associated SEs (Fig. 5I). In Dux^R70A^-expressing cells, the enrichment of CTCF (Fig. 5H) and the associated SE loops (Fig. 5J) are disrupted, highlighting the critical role of phase separation in enabling CTCF to enhance totipotency-like-related SE-promoter interactions and activate 2C genes (Fig. S5F and S5G).

Notably, Dux-driven chromatin reorganization diverges from pluripotency mechanisms. While OCT4 condensates dissolve TAD boundaries by displacing CTCF during cell reprogramming (Wang et al., 2021), Dux condensates recruit CTCF to reinforce intra-TAD interactions (Fig. 5K). This distinct behavior enables *de novo* loop formation between retrotransposon-derived SEs (e.g., MERVL/MT2) and 2C gene promoters, bypassing direct DUX binding.

### DUX condensates-driven super-enhancer assembly licenses retrotransposon activation and totipotency acquisition

The activation of endogenous retroviruses (MERVL) and 2C-specific genes is a hallmark of totipotency. To dissect how DUX condensates license this transcriptional program, we focused on SEs proximal to key 2C loci induced by DUX. A total of 107 SEs were identified, with the majority (53.2%, 90/169) linked to 2C genes (Fig. S6A), including Obox, Zscan4, and Tdpoz clusters (Fig. 6A). These SEs exhibited robust chromatin looping to their target promoters in Dux-overexpressing cells, accompanied by elevated CTCF binding, H3K27ac deposition, and p300 recruitment (Fig. 6A). Luciferase reporters driven by these SEs revealed that DUX, but not the phase separation-deficient Dux^R70A^, enhanced transcriptional activity by 20–160 fold (Fig. 6B). Inhibition of p300/CBP with A-485 abolished this activation (Fig. 6C), confirming that SE function depends on acetyltransferase recruitment via DUX phase separation.

**Figure 6.**
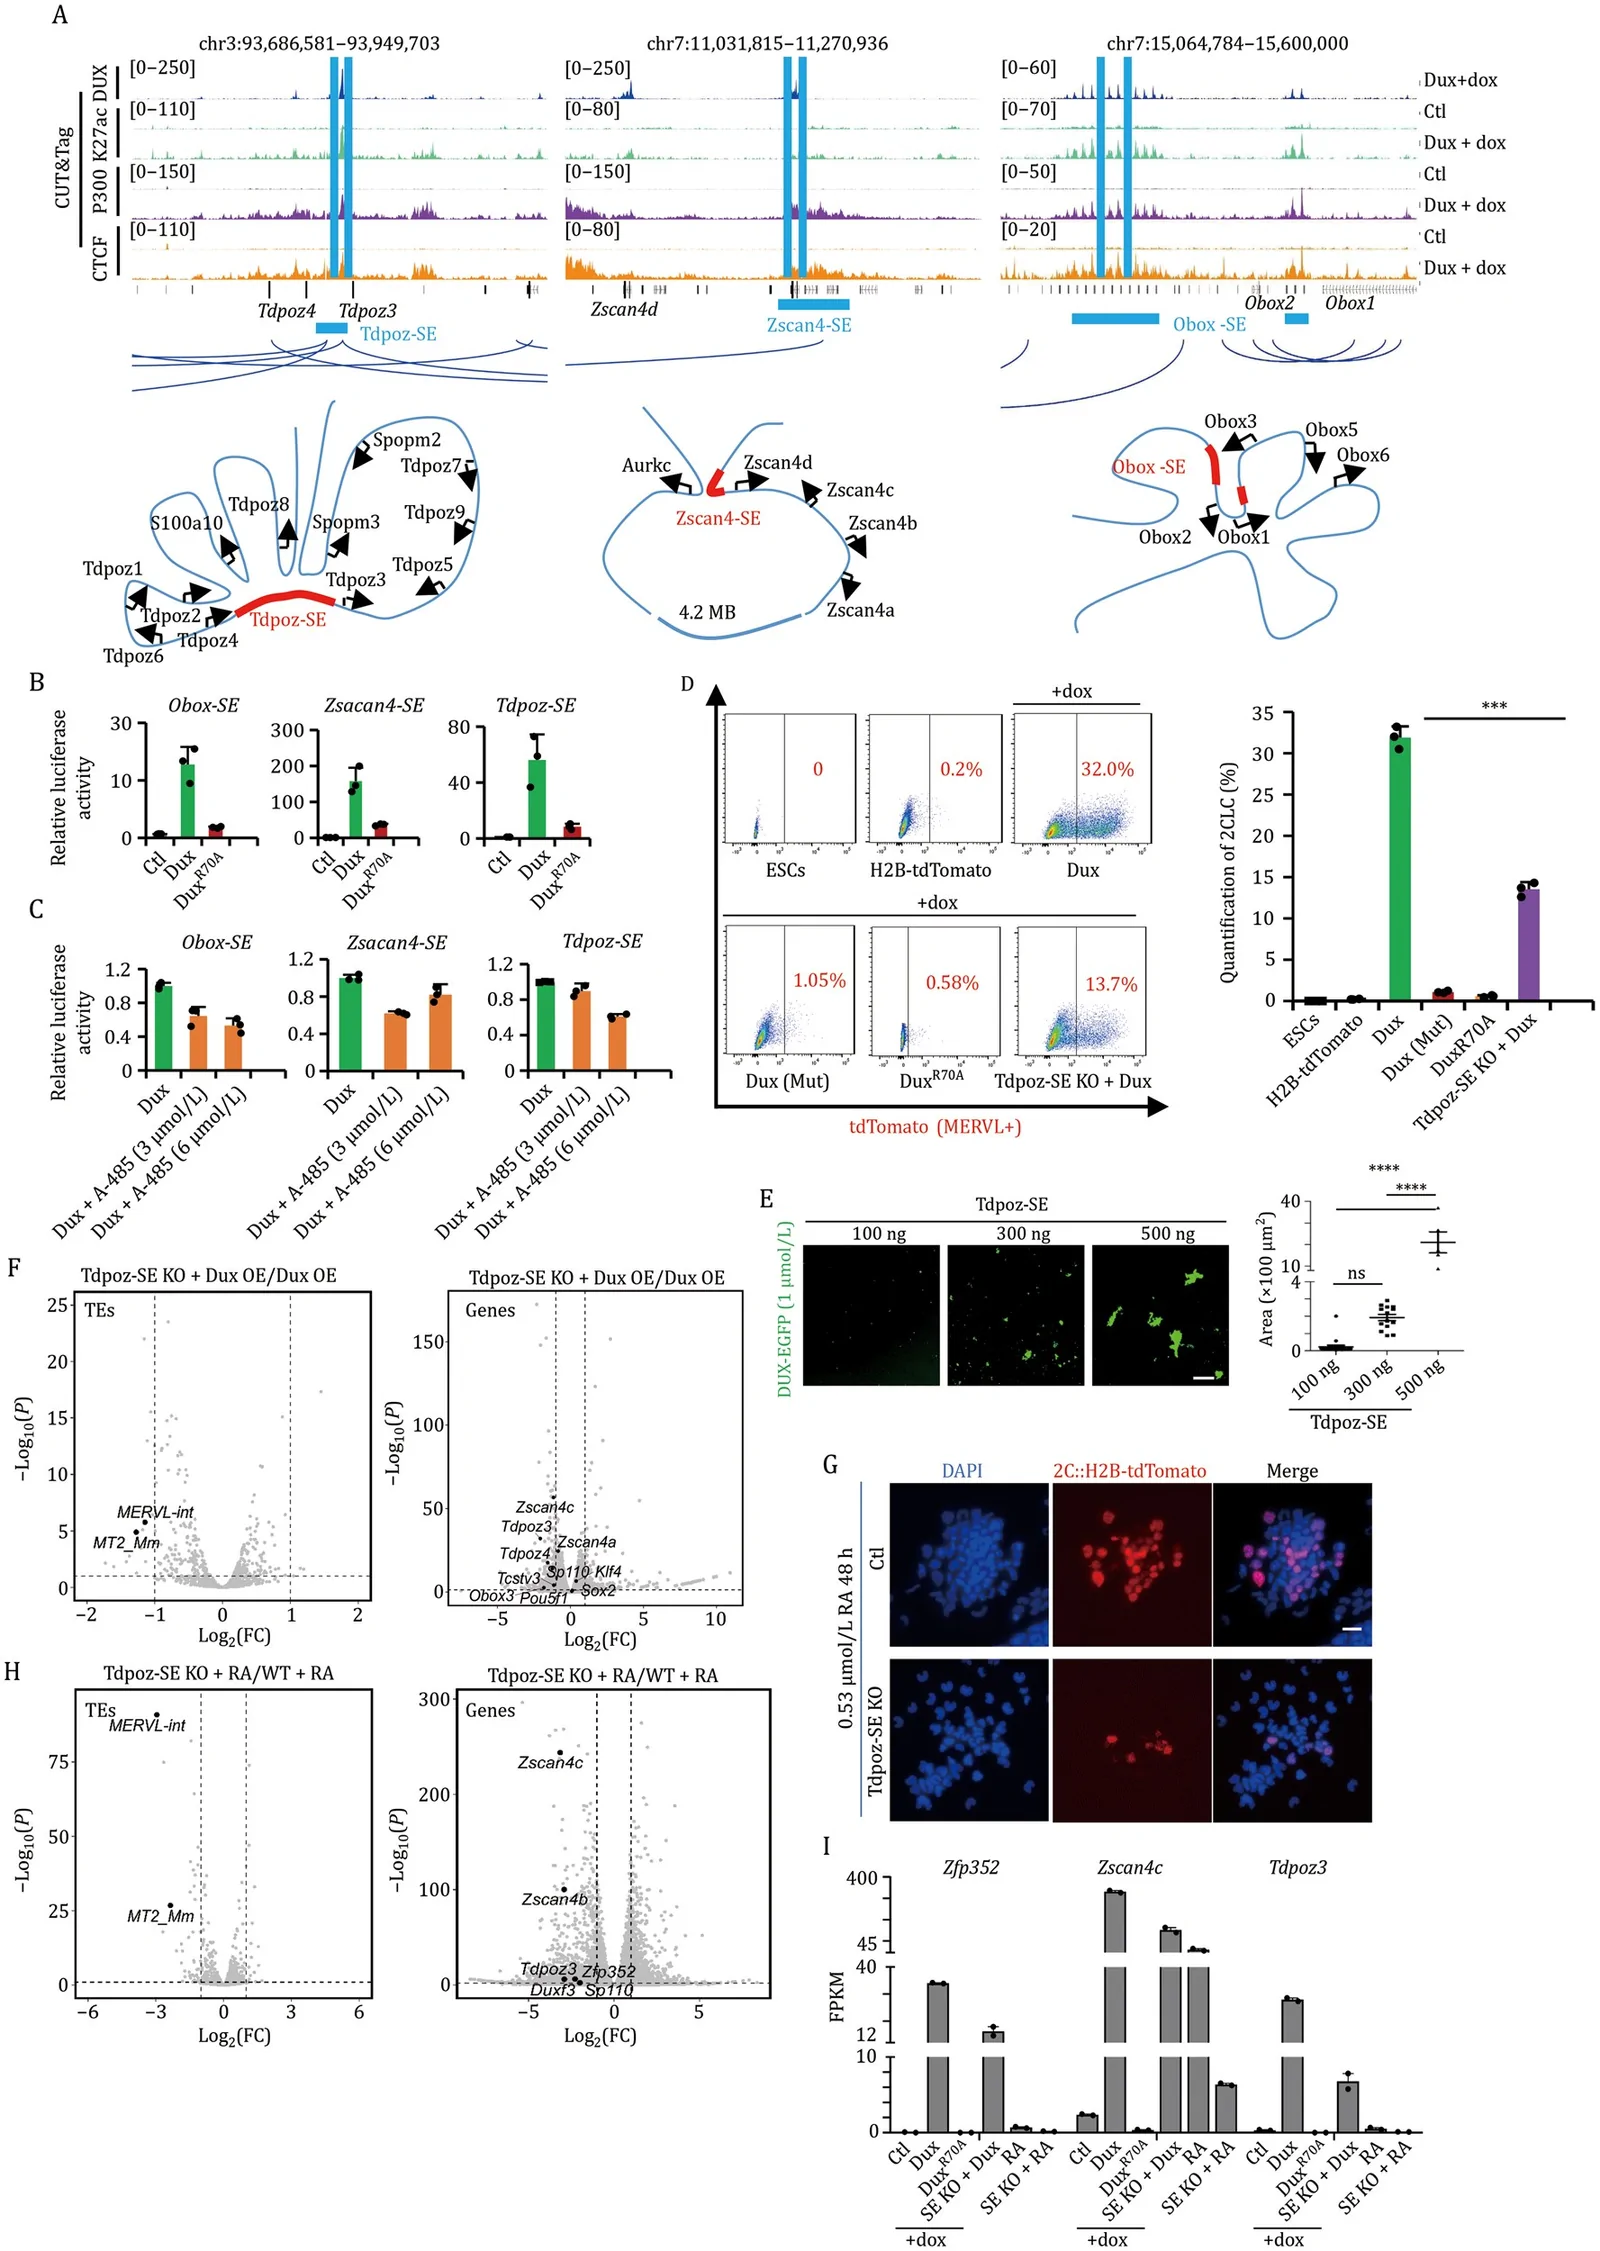
**DUX induced SEs are essential for pluripotent to totipotent transition**. (A) Illustration of chromatin loops detected at Tdpoz (left), Zscan4 (middle), and Obox (right) gene cluster. (B) Dual luciferase assays were conducted in the cells co-transfected with luciferase reporter driven by Obox-SE, Zscan4-SE, or Tdpoz-SE, along with overexpression constructs of DUX and DUX^R70A^. Data are presented as mean ± SD. (C) Dual luciferase assays were conducted in the cells co-transfected with luciferase reporter driven by Obox-SE, Zscan4-SE, or Tdpoz-SE, along with overexpression constructs of DUX after treatment with p300/CBP inhibitor A-458. Data are presented as mean ± SD. (D) Flow cytometry profiles of MERVL-positive cells after expressing Dux or phase separation deficiency DUX^R70A^ in the Tdpoz-SE knockout cells. (E) Phase separation analysis of EGFP-DUX in the presence of varying amounts of Tdpoz-SE DNA (100–500 ng) was conducted under conditions of 10% PEG8000 and 125 mmol/L NaCl (left panel). The right panel quantifies the area of EGFP-DUX puncta formed with Tdpoz-SE DNA. Data are presented as the mean ± SEM. ns, not significant; ****P < 0.0001 (*t*-test). Scale bars: 100 μm. (F) Volcano plots illustrate the TE (left panel) and DEGs (right panel) in Dux-overexpressed Tdpoz-SE knockout ESCs compared to Dux-overexpressed ESCs alone (*n* = 2 biological replicates). Noteworthy TEs and genes are highlighted. (G) Fluorescence microscopy images illustrate MERVL-positive cells in Tdpoz-SE knockout cells following a 48-hour treatment with 0.53 μM RA for 48 h (*n* = 3 biological replicates). Scale bars: 50 µm. (H) Volcano plots depict the transcriptional elements (TE, left panel) and differentially expressed genes (DEGs, right panel) in Tdpoz-SE knockout ESCs relative to control cells after 48 h treatment of 0.53 μmol/L RA (*n* = 2 biological replicates). Noteworthy TEs and genes are highlighted. (I) Plot illustrates the mean ± SD for fragments per kilobase per million (FPKM) values for *Zfp352*, *Zscan4c* and *Tdpoz3*.

Previous studies have reported that Obox and Zscan4 family genes activate totipotency (Ji et al., 2023; Zhang et al., 2019). Next, we focus on the Tdpoz-SE to directly assess the role of SEs in totipotency. Given that Tdpoz-SE is established through the phase separation of Dux, we investigated its impact on enhancing Dux condensation. Tdpoz-SE DNA enhanced DUX condensation *in vitro*, even at sub-saturating protein concentrations (Fig. 6E). This positive feedback loop—where SE DNA stabilizes DUX condensates, which in turn reinforces SE activity—ensures robust transcriptional activation of retrotransposons and 2C gene. Then, we deleted the Tdpoz-SE using CRISPR-Cas9 (Fig. S6B). 

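The Tdpoz-SE knockout (SE KO) was sequenced after the same inductions, in 2 libraries each of SE KO cells with Dux overexpression (SE KO Dux OE), with RA (SE KO RA) and with PlaB (SE KO PlaB). By the labels, the doses and times were those of the cells without the knockout. The replicates had 39402840 and 32990350 counted reads in SE KO Dux OE, 20760712 and 22716564 in SE KO RA, and 21745554 and 21446675 in SE KO PlaB. The SE KO Dux OE libraries are thus deeper than those of Dux OE, and a gene with few reads is easier to detect in them. In the labels of SE KO RA replicate 1, the title gives the knockout and the genotype gives wild type. It was taken as SE KO RA because RA has its own 2 replicates and the paper gives 2 biological replicates for this comparison (Fig. 6H). Each knockout group was compared with the same induction without the knockout, and uninduced SE KO cells were not analysed here. The spread between replicates, as chi-square per degree of freedom over genes with at least 10 counts, was 9.81 in SE KO Dux OE, 2.76 in SE KO RA and 30.2 in SE KO PlaB, and between 1.55 and 26.1 in the other groups. To match the unit of Fig. 6I, some levels are given as FPKM, the counts relative to the library total, without TMM factors, and to the exon length in the table.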

Loss of Tdpoz-SE abrogated MERVL activation in Dux-expressing cells (Fig. 6D), mirroring the phenotype of Dux^R70A^ (Fig. S6C and S6D). RNA-seq analysis revealed that Tdpoz-SE knockout cells failed to upregulate some 2C genes, including *Zscan4c* and *Obox3*, while canonical pluripotency markers remained unaffected (Figs. 6F and S6E–G). 

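Duxf3, for which the share of transgene reads counted is not known, was at 1.37 ± 0.130 CPM in SE KO Dux OE and 3.63 ± 0.541 CPM in Dux OE (SD, n = 2 each), a log2 fold change of -1.40 (standard error 0.37, edgeR adjusted p = 0.00679). Zscan4c was at 151 ± 16.6 FPKM in SE KO Dux OE and 326 ± 1.26 FPKM in Dux OE, against 2.32 ± 0.103 FPKM in ESCs (SD, n = 2 each). Its log2 fold change between the 2 lines was -1.15 (standard error 0.09, edgeR adjusted p = 7.8e-10). Tdpoz3 fell from 30.8 ± 2.01 to 6.79 ± 1.44 FPKM (SD, n = 2 each), a log2 fold change of -2.22 (standard error 0.20, edgeR adjusted p = 7.6e-09). Zfp352 fell from 33.7 ± 0.347 to 16.2 ± 2.33 FPKM (SD, n = 2 each), a log2 fold change of -1.09 (standard error 0.15, edgeR adjusted p = 1.9e-05). Obox3 had 27 and 48 counts in SE KO Dux OE and 30 and 36 in Dux OE, whose libraries are smaller. Its log2 fold change of -1.02 (standard error 0.58) was not distinguishable from 0 (edgeR adjusted p = 0.219), and leaving out 1 replicate at a time gave -1.68 to -0.56. Tdpoz4 and Sp110 were also called lower (log2 fold changes -1.66 and -1.36). Tcstv3 was called lower at -1.08, but not without the low-count filter, where it was at -0.99. Zscan4a, at -0.82, did not reach the threshold of 1. The pluripotency genes Pou5f1, Sox2, Klf4 and Nanog had log2 fold changes of -0.48, 0.14, 0.31 and 0.68, and none was called. For Pou5f1 and Nanog, the edgeR adjusted p-values were 7.7e-04 and 1.6e-07, and for Sox2 and Klf4 they were 0.384 and 0.137. The 24 tested 2C genes had a median log2 fold change of -1.09, with all 24 negative and 10 called lower (adjusted p = 6.3e-10 from limma's fry test with Benjamini-Hochberg adjustment over 12 comparisons). With replicate number as a block, the median was -1.10 (same-numbered replicates, Pearson r across genes -0.0167). Across all genes, 1319 differed (515 higher, 804 lower), and 455 of the 1547 genes raised by Dux OE (29.4%) were among those lower. The median of these 1547 genes was -0.78 (limma fry, adjusted p = 1.2e-10), but they were chosen with the Dux OE libraries that the comparison also uses. For the 1891 genes higher in SE KO Dux OE than in ESCs, 1145 of which are among the 1547, the median was 0.06, and the fry test did not pass 0.05. These genes were in turn chosen with the SE KO Dux OE libraries of the comparison, a choice that favours a higher median.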

Notably, Tdpoz-SE deletion impaired chemical reprogramming to 2CLCs by retinoic acid (RA) (Fig. 6G–I) or PlaB (Fig. S6H and S6J), underscoring the SE’s necessity for universal totipotency induction.

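In RA-treated cells, Duxf3 was at 0.258 ± 0.233 CPM in SE KO RA (SD, n = 2), a log2 fold change of -3.18 against RA (standard error 0.50, edgeR adjusted p = 1.1e-05). Zscan4c fell from 57.8 ± 6.68 FPKM in RA to 6.21 ± 0.166 FPKM in SE KO RA (SD, n = 2 each), a log2 fold change of -3.17 (standard error 0.11, edgeR adjusted p = 2.8e-18). Zscan4b was at -2.94 (standard error 0.13, edgeR adjusted p = 2.4e-15), Zfp352 at -2.01, Sp110 at -1.95 and Tdpoz3 at -1.92, all called lower. Tdpoz3 had only 2 and 4 counts in SE KO RA and 16 and 7 in RA. Leaving out 1 replicate at a time gave -2.40 to -1.25 for Tdpoz3 and -4.62 to -2.52 for Duxf3. The 24 tested 2C genes had a median log2 fold change of -2.18, with 14 called lower and none higher (adjusted p = 4.3e-11 from limma's fry test with Benjamini-Hochberg adjustment over 12 comparisons). Between SE KO RA and RA, 3686 genes differed (1377 higher, 2309 lower), and 1492 of the 4319 genes raised by RA (34.5%) were among those lower. Klf4 was called lower (log2 fold change -2.38). Sox2 and Nanog, at -0.97 and -0.99, were called lower only when libraries were scaled by size alone, and Pou5f1 was at 0.49.
In PlaB-treated cells, Duxf3 fell to 1.87 ± 0.319 CPM in SE KO PlaB (SD, n = 2), a log2 fold change of -2.22 (standard error 0.35, edgeR adjusted p = 3.0e-06). Zscan4c fell from 1278 ± 35.3 to 73.2 ± 13.6 FPKM (SD, n = 2 each), a log2 fold change of -4.01 (standard error 0.10, edgeR adjusted p = 3.4e-22). Tdpoz3 and Zfp352 were at -2.99 and -1.76. The median of the 2C genes was -2.16, with 15 called lower and none higher (limma fry, adjusted p = 1.0e-12). In total 10904 genes differed (5429 higher, 5475 lower), and 4306 of the 6759 genes raised by PlaB (63.7%) were among those lower. Pou5f1, Sox2, Klf4 and Nanog were all called higher in SE KO PlaB (log2 fold changes 1.33, 3.94, 1.87 and 3.11). PlaB itself had lowered all 4 against DMSO (log2 fold changes from -4.50 to -2.15). In SE KO PlaB they stayed below DMSO, at 510, 402, 273 and 639 CPM against 902, 592, 520 and 911 CPM. They thus fell less with the knockout and did not rise above the control. All 4 were also called higher in Dux KD PlaB than in PlaB. The SE KO PlaB libraries kept a share of 0.232 of the PlaB response outside the Dux-induced genes. This was just above the highest share in a group without PlaB. The SE KO RA libraries kept a share of 0.715 of the RA response, against at most 0.546 in the groups without RA. With replicate number as a block, the medians of the 2C genes were -2.23 in RA and -2.12 in PlaB (same-numbered replicates, Pearson r across genes -0.0116 and -0.0473). From the impaired conversion to 2CLCs with either chemical (Figs. 6G–I, S6H, and S6J), the paper concludes that the Tdpoz-SE is necessary for universal totipotency induction.

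**Figure D3:**
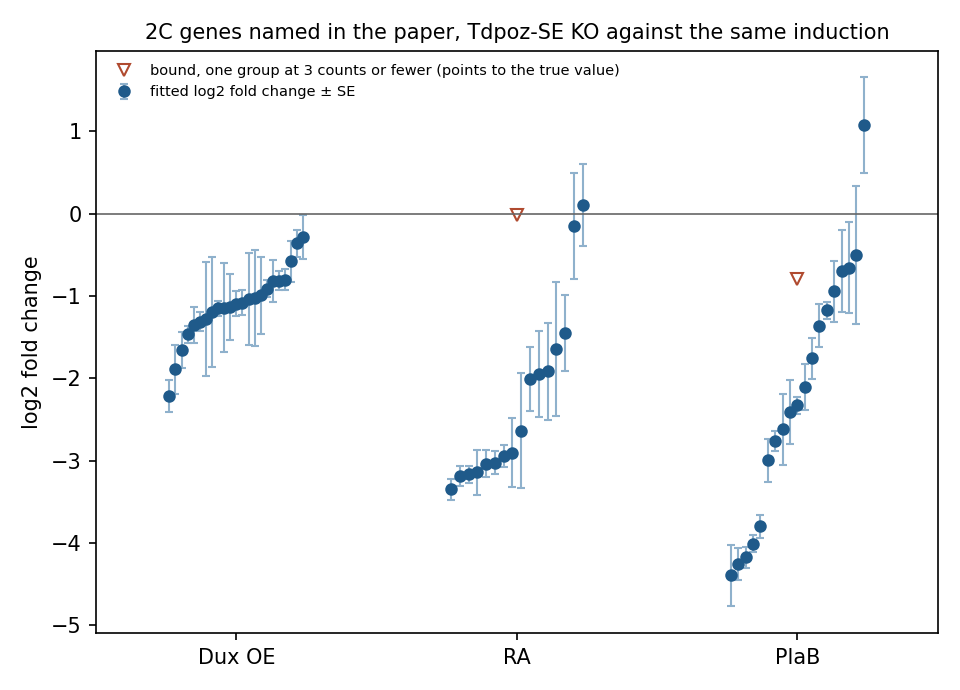
Log2 fold changes of the 2C genes named in the paper, SE KO against the same induction without the knockout, for Dux OE, RA and PlaB (1 point per gene; filled points are fitted values with standard errors, open triangles are bounds for genes at 3 counts or fewer in 1 group). The drawn values lie between -2.22 and -0.29 in Dux OE, between -3.35 and 0.10 in RA, and between -4.40 and 1.07 in PlaB. Genes at or under the floor in both groups, and bounds of no more than 1-fold, are not drawn.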

Collectively, these results establish that DUX-mediated phase separation licenses SE assembly at retrotransposon-rich loci, enabling spatial coordination of enhancer-promoter interactions and transcriptional bursting. This mechanism bypasses the need for direct DUX-DNA binding at distal targets, resolving the paradox of how DUX indirectly activates most of its transcriptional program during the pluripotency-to-totipotency transition.

### Conserved IDR-mediated phase separation underlies the functional conservation of DUX family proteins across species

The evolutionary conservation of DUX-family transcription factors extends to their structural dependency on intrinsically disordered regions (IDRs) for phase separation and transcriptional activity. Sequence alignment of mouse Dux, human DUX4, porcine DUXC, and rat DUX revealed striking conservation of arginine residues (R70 and R72 in mouse Dux; R71/R73 in human DUX4) (Fig. S7A). Computational disorder prediction (IUPred2) confirmed that these arginine residues are highly conserved across species (Figs. 7A and S7B), suggesting a shared mechanism for LLPS.

**Figure 7.**
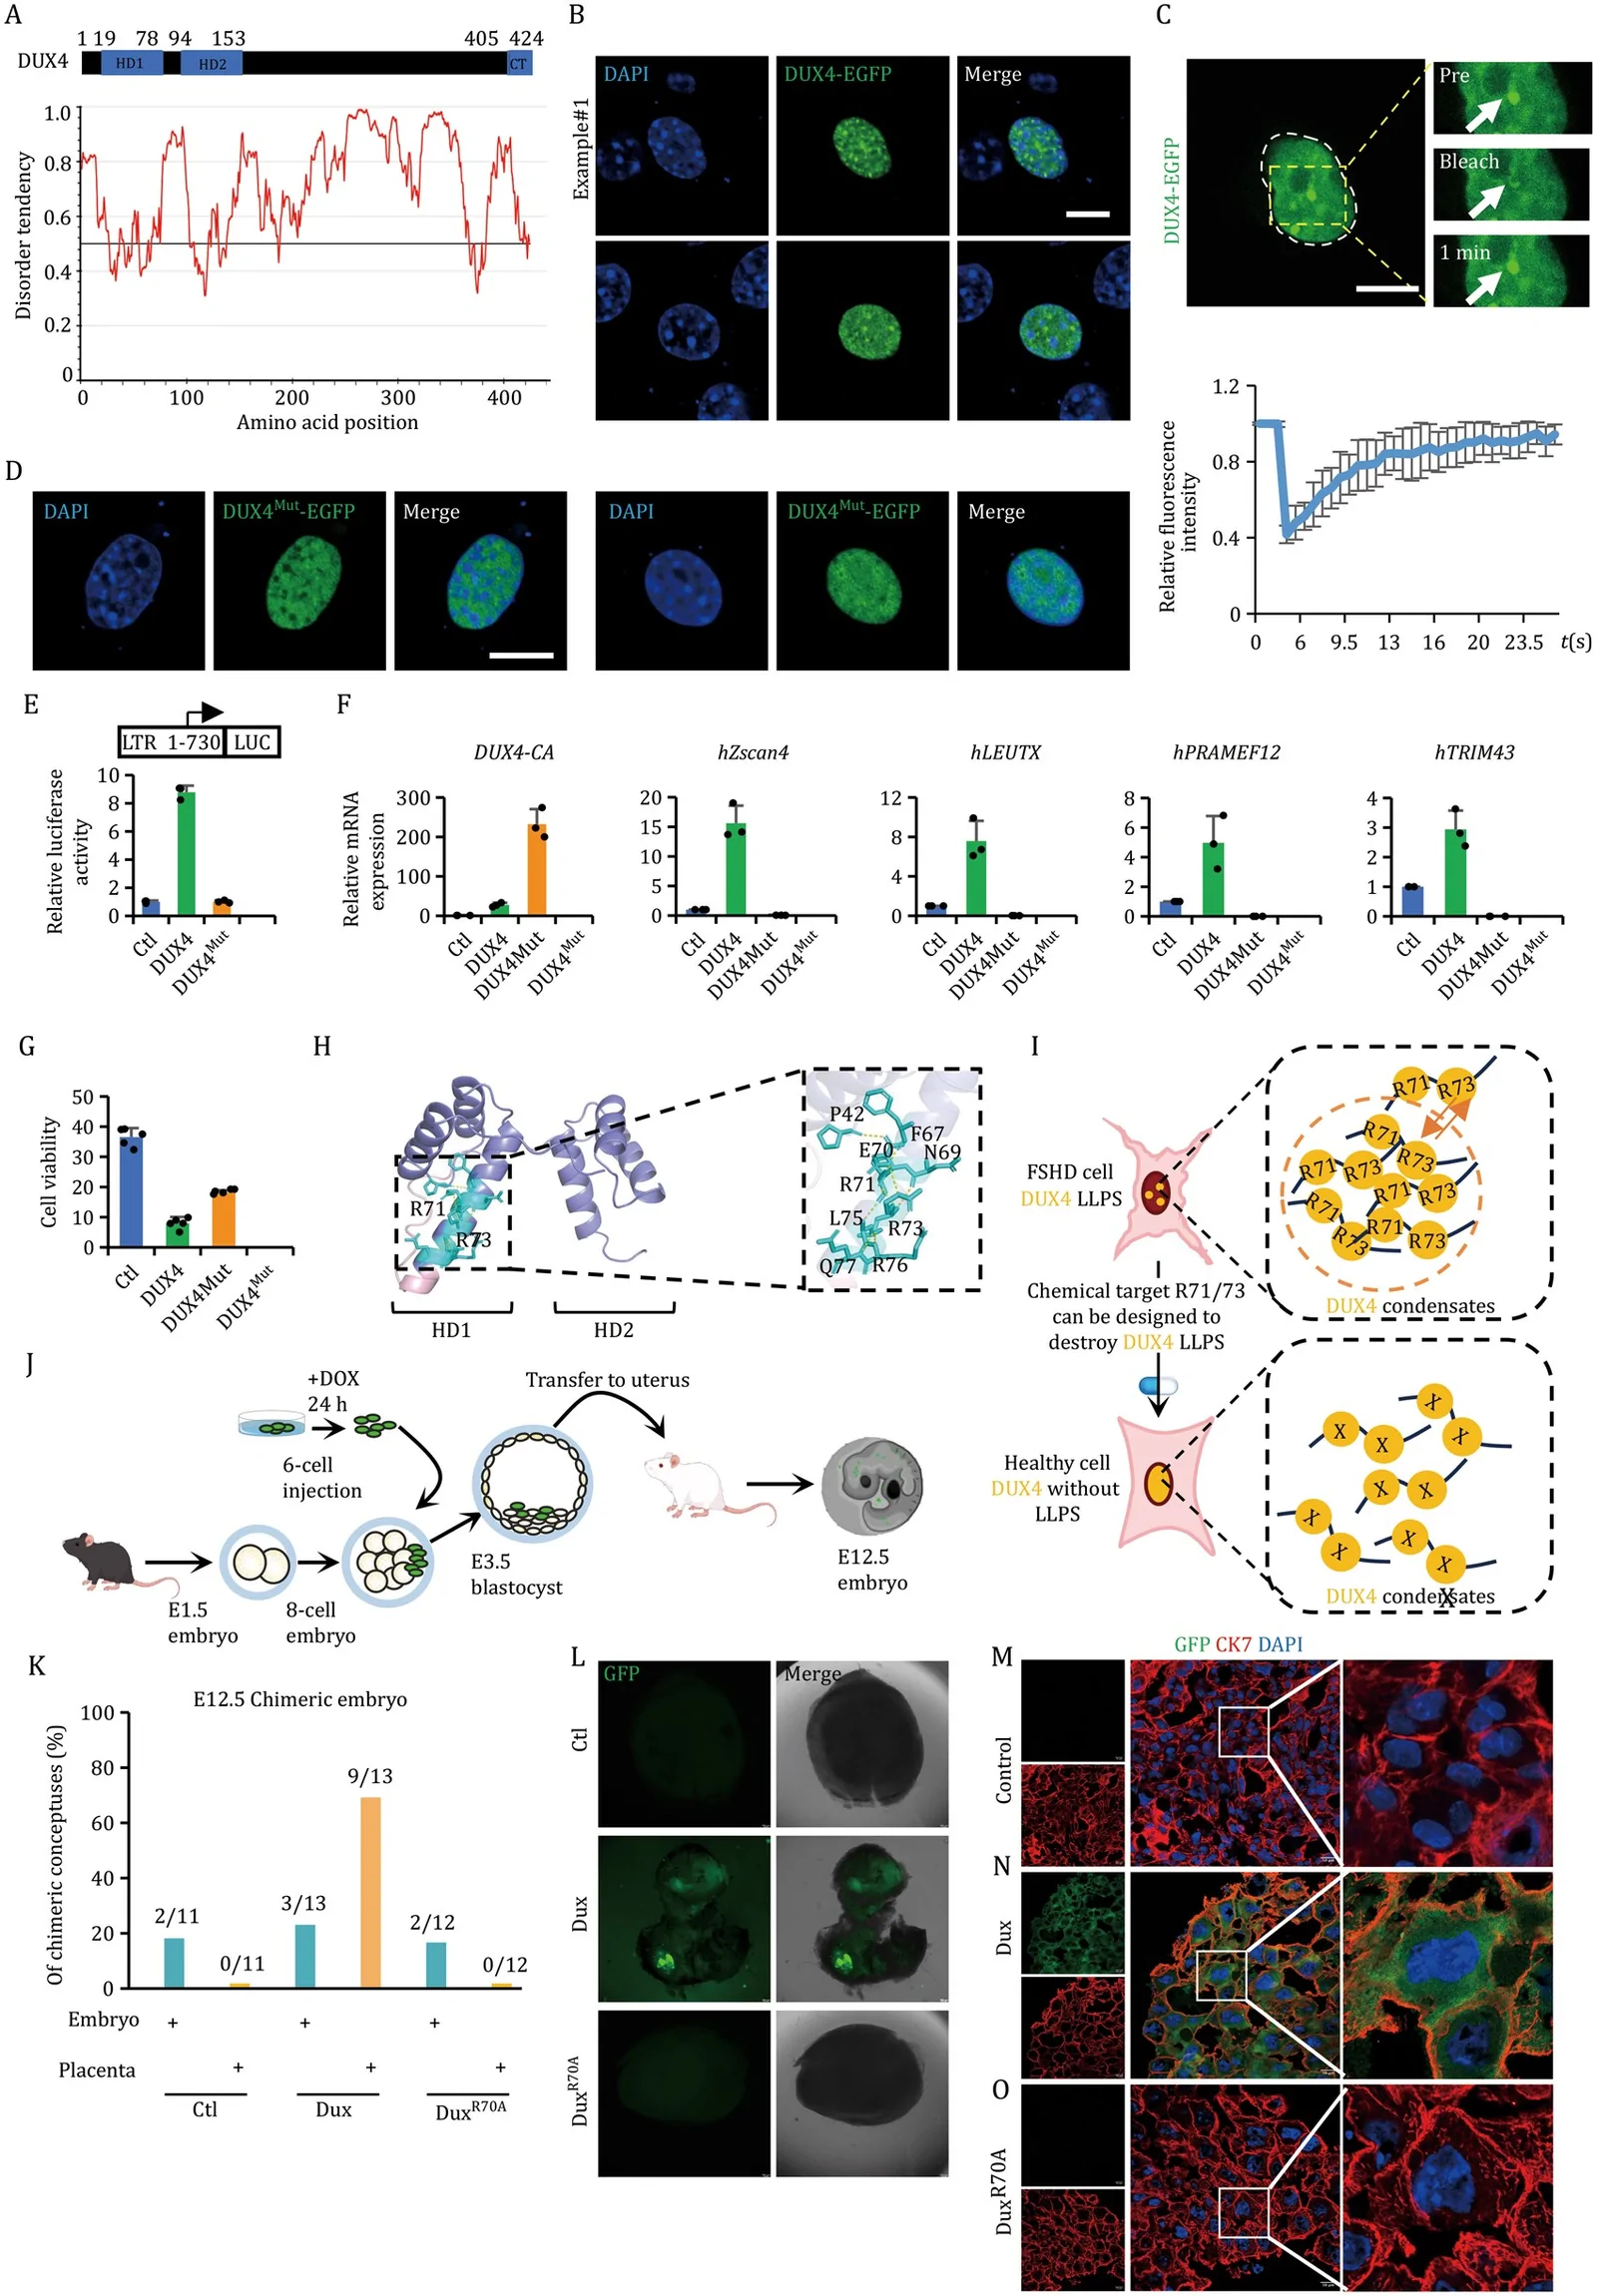
**Conservation of IDR and function in DUX proteins (human DUX4 and porcine DUXC)**. (A) Protein sequence analysis and disorder prediction (using IUPred) for the DUX4. The numbers above the sequence represent the positions of the amino acids (aa). A score exceeding 0.5 indicates regions predicted to be disordered. (B) Live-cell imaging of cells expressing EGFP-DUX4. Scale bar: 5 µm. (C) FRAP analysis of EGFP-DUX4 droplets in the cells was conducted by bleaching at positions indicated by white arrows. Quantification of fluorescence intensity during the FRAP assay is shown below (*n* = 8 cells). Scale bars: 5 μm. (D) Live-cell images indicated that EGFP-tagged DUX4 mutants were successfully expressed in transfected cells. Scale bars: 5 μm. (E) Dual luciferase assay was employed to detect MERVL activation induced by DUX4/DUX4 mutant vectors. (F) RT-qPCR analysis of DUX4 target genes, including *ZSCAN4*, *LEUTX*, *PRAMEF12*, and *TRIM43* upon overexpression of DUX4 and its mutant variants. DUX4-CA refers to a codon-optimized version of DUX4, designed to enhance translation efficiency in mammalian cells. (G) Human cells were transfected with plasmids expressing either wild-type DUX4 or its mutant variant, and cell viability was assessed 48 h post-transfection using the CCK-8 assay. (H) The views of Arg71 and Arg73 in HD1 are presented, highlighting their side chains that form base-specific contacts. Selected surrounding residues are displayed in stick representation. Hydrogen-bonding interactions are indicated by yellow dotted lines. (I) Strategy for drug development targets for FSHD induced by DUX4 phase separation. (J) The procedure involves injecting cells overexpressing Dux or Dux^R70A^ into eight-cell embryos, followed by *in vitro* culture until the blastocyst stage (E3.5). Subsequently, the embryos are transferred back to the uteri of recipient females and allowed to develop until E12.5. (K) The proportion of embryos and the number of chimeric embryos exhibiting contributions to the trophectoderm (TE), inner cell mass (ICM), and both TE and ICM at the E12.5 stage. (L) Micrographs illustrating the difference of the E12.5 placenta following the injection of cells overexpressing GFP-labeled Dux or the Dux^R70A^ mutant at eight-cell stage. Scale bars: 500 μm. (M–O) Immunofluorescence staining of the E12.5 placenta was performed after injecting cells overexpressing GFP-labeled wild-type Dux or the Dux^R70A^ mutant at the eight-cell stage. CK7 was used as a marker for the syncytiotrophoblast layer. Scale bars: 50 μm.

Live-cell imaging demonstrated that EGFP-tagged human DUX4 and porcine DUXC formed dynamic nuclear condensates resembling those of mouse Dux (Figs. 7B and S7C). FRAP assays revealed rapid fluorescence recovery for both DUX4 and DUXC condensates (Figs. 7C and S7D), confirming their liquid-like properties. Given that DUX4 serves as a critical driver in the pathogenesis of human muscular dystrophy, we further investigated whether DUX4 are sufficient for phase separation by substituting the conserved arginine residues at positions R70 and R72 with alanine. Mutating conserved arginines (DUX4^R71A/R73A^) abolished condensate formation (Fig. 7D), mirroring the phase separation deficiency observed in mouse DUX^R70A^ (Fig. 2H), thus establishing weak interactions mediated by these residues as a universal driver of phase separation.

Functional assays across species underscored the necessity of IDR-mediated phase separation for transcriptional activation. Wild-type human DUX4 robustly activated a MERVL-driven luciferase reporter, whereas phase separation-deficient mutants (DUX4^R71A/R73A^) failed to induce transcription (Fig. 7E). Similarly, RT-qPCR confirmed that DUX4-dependent genes (*ZSCAN4*, *LEUTX*, *TRIM43*) were silenced in mutants (Fig. 7F). Strikingly, disrupting DUX4 condensates significantly reduced cytotoxicity in facioscapulohumeral muscular dystrophy (FSHD) models, rescuing cell viability (Fig. 7G). Structural modeling revealed that conserved arginines (R71/R73 in DUX4) form cation-π interactions and salt bridges with neighboring residues (Fig. 7H), stabilizing the conformation necessary for phase separation.

These findings highlight a unified mechanism wherein IDR-mediated phase separation is indispensable for the transcriptional and pathogenic functions of DUX-family proteins across mammals. The evolutionary preservation of this motif underscores its critical role in licensing totipotency and disease pathogenesis, offering a conserved target for therapeutic intervention in conditions like FSHD (Fig. 7I).

### Deficiency in DUX condensates abrogates embryonic developmental potential

To assess the physiological relevance of DUX phase separation *in vivo*, we investigated the developmental capacity of phase separation-deficient DUX in mouse embryos. GFP-labeled embryonic stem cells (ESCs) overexpressing wild-type Dux or the phase separation-defective mutant Dux^R70A^ were microinjected into eight-cell stage embryos, followed by tracing their contributions to embryonic and extraembryonic lineages (Fig. 7J). At the blastocyst stage (E3.5), Dux-expressing cells robustly contributed to both the inner cell mass (ICM; SOX2 positive) and trophectoderm (TE; CDX2 positive), with 42.2% (19/45) of embryos exhibiting dual-lineage chimerism (Fig. S7E–H). In stark contrast, Dux^R70A^ cells failed to integrate into the TE, localizing exclusively to the ICM (0/35 embryos; Fig. S7H).

To evaluate post-implantation potential, chimeric embryos were transferred to pseudo-pregnant females and analyzed at E12.5. Remarkably, 69.2% (9/13) of embryos injected with Dux-expressing ESCs exhibited GFP^+^ cells in placental tissues (Fig.7K and 7L), confirmed by co-staining with the syncytiotrophoblast marker CK7 (Fig. 7M–O). Conversely, Dux^R70A^ cells showed no contribution to placental development (0/12 embryos; Fig. 7K), mirroring the restricted lineage potential of pluripotent cells. These findings demonstrate that DUX condensates are essential for conferring expanded developmental plasticity, enabling contribution to both embryonic and extraembryonic lineages—a hallmark of totipotency.

## Discussion

The pluripotent mouse ESCs can cycle into a totipotent state, wherein a significant proportion of the transcriptome characteristic of two-cell-stage embryos becomes activated (Macfarlan et al., 2012). In this work, we analyze the published data and identify mouse Dux and its human homolog DUX4 as playing crucial roles in totipotency regulation both *in vivo* and *in vitro* (De Iaco et al., 2017; Hendrickson et al., 2017; Whiddon et al., 2017, Yang et al., 2020). Although Dux has been reported to activate MERVL/2C gene expression, only three investigations have specifically focused on the function of Dux itself. These studies primarily utilized Dux ChIP-seq data to show that DUX binds to MERVL/LTR elements, thereby activating a substantial proportion of 2C-specific genes (De Iaco et al., 2017, Hendrickson et al., 2017, Whiddon et al., 2017). However, how Dux activates approximately 75% of genes without direct binding remains to be elucidated (Iturbide and Torres-Padilla, 2017). While one possible explanation involves indirect regulatory mechanisms such as tethering, we emphasize that this does not represent the primary mode of DUX-mediated regulation. DUX is fully capable of directly binding canonical motifs in promoters or enhancers, as well as retrotransposon elements, and it also activates downstream transcription factors and chromatin regulators that modulate additional targets through conventional indirect pathways. Regardless of the exact mechanism, an essential feature is that Dux rapidly activates a broad spectrum of 2C-specific genes within a short time frame. The strong correlation observed between Dux-induced 2CLCs and two-cell-stage embryos by ATAC-seq analysis (Hendrickson et al., 2017) suggests that this process may involve global chromatin reorganization regulated by Dux, and we emphasize that DUX achieves this precise, genome-wide regulation through its phase-separation capability. Recruitment of CBP/p300 by Dux can induce a global reorganization of H3K27 acetylation thereby rendering previously inaccessible chromatin regions permissive for transcription. Although previous studies have shown that CBP/p300 physically interacts with DUX4 via CTD (Choi et al., 2016), our study proposes an additional mechanism: the ability of Dux to form condensates through phase separation may facilitate the functional recruitment or spatial enrichment of CBP/p300 at specific genomic loci. Furthermore, the phase separation of Dux facilitates spatially defined acetylation of MERVL and 2C genes, a process that cannot be achieved through CTD interaction alone.

FSHD is caused by the abnormal derepression of the myotoxic transcription factor DUX4 (Lemmers et al., 2010). Since the identification of DUX4 as the causal gene in FSHD, there has been significant interest in developing therapeutic strategies targeting DUX4 inhibition. However, the post-transcriptional regulation and functional mechanisms of the DUX4 protein remain largely elusive. To date, no approved treatments directly interfere with the ability of the DUX4 protein to activate downstream genes, and current management is primarily supportive. This study represents the first investigation into the importance of the organizational form of DUX4 protein for its function. Notably, we found that a conserved arginine residue within the DUX4 IDR determines both the phase separation properties and the transcriptional activation of myotoxic genes. Further research is needed to identify the interaction partners and DNA binding that are regulated by the DUX4 condensates. Additionally, investigating chemicals that disrupt DUX4 condensates may offer potential therapeutic avenues for FSHD (Fig. 7I).

LLPS has been implicated in many biological processes (Alberti et al., 2019; Ding et al., 2024). During the maintenance of pluripotency in embryonic stem cells, multiple master pluripotent transcription factors like Oct4, Nanog, and Sox2 have been reported to undergo biomolecular condensation via their activation domain (AD) to activate gene expression (Boija et al., 2018; Wang et al., 2021). While some of the transcription factors exhibit low phase separation property, they can be incorporated into phase-separated droplets formed by coactivators like Med1/BRD4 at SEs, leading to transcriptional bursting of SE-driven genes. However, there are differing perspectives on AD-dependent phase separation in transcriptional regulation. Multivalent interactions mediated by the AD only enhance the transcriptional activation capacity of a TF by increasing its residence time in the chromatin-bound state and facilitating the recruitment of coactivators independently of phase separation. To find out other domains, such as Homeobox, in the transcriptional hub establishment will help us understand the phase separation function in the transcriptional regulation. Furthermore, our data provide clear mechanistic insight into the “chicken-and-egg” question regarding the interplay between condensate formation, chromatin remodeling, and DNA binding. While it remains challenging to definitively resolve the chronological sequence of these events on a millisecond timescale, our findings suggest a hierarchical model where DUX-mediated phase separation serves as the primary driver. We propose that DUX condensates create a “hyper-accessible” chromatin environment by locally enriching coactivators like CBP/p300, which in turn acts as a prerequisite for the subsequent recruitment of downstream factors.

Notably, DUX-driven condensates operate distinctly from pluripotency mechanisms within 3D genome architecture. While OCT4 condensates dissolve TAD boundaries by displacing CTCF during cell reprogramming (Wang et al., 2021), DUX recruits CTCF to stabilize enhancer-promoter loops—a divergence that may reflect the transient, explosive transcriptional activation required for zygotic genome activation. Our data suggest that this recruitment is not merely passive occupancy of opened chromatin; rather, the DUX condensate likely provides a platform that facilitates the stabilization or functional loading of CTCF at these newly accessible sites. This dichotomy underscores how phase separation is tailored to meet the unique demands of distinct developmental states.

In conclusion, this work redefines totipotency as a phase-separated transcriptional state, orchestrated by DUX through dynamic biomolecular condensation. By bridging chromatin architecture, retrotransposon activation, and lineage plasticity, DUX condensates unlock the full developmental potential of the early embryo–a paradigm with far-reaching implications for regenerative medicine and disease therapy.

## Supplementary Material

pwag014_Supplementary_Data

## Data Availability

The accession number for the data reported in this paper is NCBI Gene Expression Omnibus (GEO): GSE177058, GSE168688, GSE224300, GSE66581, GSE159623, GSE44288, GSE125238, GSE222636. Data sets generated in this study have been deposited in GEO with accession numbers GSE325140 (RNA-seq), GSE325141 (ATAC-seq), GSE325142 (CUT&Tag), and GSE325205 (Hi-C).

## Abbreviations

1,6-Hex: 1,6-hexanediol
2C: two-cell embryo
2CLC: two-cell-like cell
3D: three-dimensional
AD: activation domain
APA: aggregate peak analysis
ATAC-seq: assay for transposase-accessible chromatin using sequencing
BRD4: bromodomain-containing protein 4
BSA: bovine serum albumin
CBP: CREB-binding protein
CCK-8: Cell Counting Kit-8
cDNA: complementary DNA
ChIP-seq: chromatin immunoprecipitation sequencing
Co-IP: co-immunoprecipitation
CRISPR: clustered regularly interspaced short palindromic repeats
CTCF: CCCTC-binding factor
CTD: C-terminal domain
CUT&Tag: cleavage under targets and tagmentation
DAPI: 4',6-diamidino-2-phenylindole
DEG: differentially expressed gene
DMEM: Dulbecco’s modified eagle medium
dox: doxycycline
DPPA2/4: developmental pluripotency-associated protein 2/4
DUX: double homeobox transcription factor
DUX4: double homeobox 4 (human)
DUXC: double homeobox C (porcine)
E2C: early two-cell embryo
E3.5: embryonic day 3.5
E12.5: embryonic day 12.5
EDTA: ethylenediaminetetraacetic acid
EGFP: enhanced green fluorescent protein
EMSA: electrophoretic mobility shift assay
ESC: embryonic stem cell
FBS: fetal bovine serum
FE: fold-enrichment
FPKM: fragments per kilobase of transcript per million mapped reads
FRAP: fluorescence recovery after photobleaching
FSHD: facioscapulohumeral muscular dystrophy
GATA3: GATA binding protein 3
GFP: green fluorescent protein
GSEA: gene set enrichment analysis
H3K27ac: acetylation of lysine 27 on histone H3
H3K4me1: monomethylation of lysine 4 on histone H3
HEK293T: human embryonic kidney 293 T cells
HERVL: human endogenous retrovirus L
Hi-C: high-throughput chromatin conformation capture
HOMER: hypergeometric optimization of motif enrichment
HRP: horseradish peroxidase
ICM: inner cell mass
IDR: intrinsically disordered region
IgG: immunoglobulin G
IPTG: isopropyl β-D-1-thiogalactopyranoside
LIF: leukemia inhibitory factor
LLPS: liquid–liquid phase separation
LTR: long terminal repeat
MAPQ: mapping quality
Med1: mediator complex subunit 1
MERVL: murine endogenous retrovirus L
mESC: mouse embryonic stem cell
mRNA: messenger RNA
MT2: mammalian apparent LTR retrotransposon 2
NEAA: non-essential amino acids
OCT4: octamer-binding transcription factor 4
OE: overexpression
P-T: pluripotency-to-totipotency
p300: E1A binding protein p300
PAGE: polyacrylamide gel electrophoresis
PBS: phosphate-buffered saline
PBST: phosphate-buffered saline with Tween 20
PCA: principal component analysis
PCR: polymerase chain reaction
PFA: paraformaldehyde
PLAAC: prion-like amino acid composition
PrLD: prion-like domain
PVDF: polyvinylidene fluoride
RA: retinoic acid
RIPA: radioimmunoprecipitation assay
RNA-seq: RNA sequencing
ROSE: ranking of super-enhancers
RPM: reads per million
RT-qPCR: reverse transcription quantitative polymerase chain reaction
SD: standard deviation
SDS: sodium dodecyl sulfate
SE: super-enhancer
SEA: simple enrichment analysis
SEM: standard error of the mean
shRNA: short hairpin RNA
SOX2: SRY-box transcription factor 2
TAD: topologically associating domain
TBST: Tris-buffered saline with Tween 20
TE: typical enhancer
TF: transcription factor
UVR: ultraviolet radiation
WGCNA: weighted gene co-expression network analysis
ZFP352: zinc finger protein 352
ZGA: zygotic genome activation
ZSCAN4: zinc finger and SCAN domain containing 4

How the deposited data were processed for this re-analysis (not part of the article)

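The measurements are poly(A) RNA-seq of mouse R1 ESCs kept in LIF, in 26 libraries of 13 groups with 2 replicates each. The groups are untreated ESC, DMSO, RA, PlaB, Dux OE, Dux R70A OE, Zscan4 OE, Dux KD with RA, PlaB or Zscan4 OE, and SE KO with RA, PlaB or Dux OE. Groups, doses and times were taken from the sample labels and checked against the paper's figures. The label conflict of 1 SE KO RA library is described where that experiment is introduced.

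The authors deposited a table of whole-number counts of reads per gene for 55291 genes, without normalization, with the position and exon length of each gene. It is laid out like the output of featureCounts, but the paper's text and the labels state no aligner, counter, strand setting, treatment of reads that map to several places, or genome build. Of the genes in the table, 53292 are named in GENCODE M21 (GRCm38), and 52905 of these (99.3%) have the same start and end there, so positions are given as the table gives them. All columns of the table were used. The library totals ranged from 14401452 to 39402840 with a median of 18276934, and 3 counts correspond to between 0.0796 and 0.226 CPM. Depth thus limits statements about genes near that floor, and a gene with no counts was treated as not detected, not as absent.

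Replicates were compared before they were averaged. Over genes with at least 10 counts, the chi-square per degree of freedom between the 2 replicates of a group lay between 1.55 and 30.2, so no pair differed by as little as sampling noise, and each library counted as 1 replicate. The Pearson r of their log2 CPM across genes lay between 0.983 and 0.992. Replicate numbers come from the sample labels alone, and nothing in the labels or the paper says that same-numbered samples were prepared together. The correlation of same-numbered replicates' deviations from the group means was between -0.0473 and 0.0237 in all 12 comparisons, so fits with replicate number as a block are given as an alternative only.

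Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test in 1 model of all 26 libraries, with TMM normalization, the default filterByExpr filter (20953 genes kept) and a prior count of 0.125 for fold changes. The common biological coefficient of variation was 0.0833 and the median prior degrees of freedom 13. With 2 replicates per group, the estimate of the spread leans on the other groups and genes. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, the lines drawn in the paper's volcano plots. Standard errors of log2 fold changes, in the text and figures, are the absolute log2 fold change over the square root of the F statistic. They are approximate, and can understate the counting error of large changes with few counts in 1 group. Differences between effects were tested as interaction contrasts in the same model. Log2 CPM for distances and principal components used a prior count of 2. Fold changes against a group at or under 3 counts in every library were computed against that floor and are lower bounds.

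The 2C genes are the 29 genes the paper's text and figures name as 2C genes, of which 24 passed the filter. The Dux-induced genes are the 1547 genes called higher in Dux OE than in ESC. Sets were tested with fry in limma 3.58.1, with Benjamini-Hochberg adjustment over the 12 comparisons of each set, and scored with fgsea 1.28.0. The Dux-induced set shares libraries with the comparisons that use Dux OE or ESC, so its results there are not independent of how it was chosen. The list behind the paper's 2C signature (Fig. 1G) was not used here.

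The genes named in the text follow a rule set in advance. It takes every gene the paper's text and figures name, with the knockdown target and the transgenes. It also takes, per comparison, the 2 called genes with the largest rise and the 2 with the largest fall among those with an average log2 CPM of at least 1 and no overlap between groups. The genes of this second kind were computed and are not discussed here.

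The alternatives were RLE normalization, scaling by library size only, no low-count filter, DESeq2 1.42.0, a fit of only the 2 groups compared, the replicate block, an unadjusted p-value threshold, DMSO-treated in place of untreated ESC as the control, shorter or differently chosen Dux-induced sets, the 500 most variable genes for distances, and leaving out each replicate in turn. The test code was checked on simulated counts drawn for the 20953 genes, with 200 genes changed by a log2 fold change of 2 and a dispersion of 0.02. The changed genes were drawn only from genes expected well above the floor in every library. The edgeR test recovered 99.5% of the 200 changed genes with 6 false calls, the fit with a block 99.5% with 6, the interaction test 99.0% with 11, and DESeq2 98.0% with 2. These rates check the code and do not describe the power for genes with few counts, such as Duxf3, Obox3 and the Tdpoz genes, or for smaller changes. The median absolute error of the simulated log2 fold changes was 0.169.

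The table counts genes, so MERVL and other transposable elements were not analysed here, nor were the paper's chromatin, imaging and embryo data.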

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

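The tests on shared reads and on Duxf3 in SE KO Dux OE were set before their results were seen. All other tests in this part were chosen only after the result was seen. That includes the definition of the PlaB response kept, for which a version on fitted values is given as well.

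The effect of Dux KD differed between the 3 inductions. By edgeR's interaction test with Benjamini-Hochberg adjustment, 10929 genes responded differently to Dux KD in RA and in PlaB, 2569 in RA and in Zscan4 OE, and 10313 in PlaB and in Zscan4 OE. Over the alternatives the numbers lay between 10736 and 11244, between 2333 and 2668, and between 10198 and 10418. For the 24 tested 2C genes, the median interaction was 7.10 for RA minus PlaB (limma fry, adjusted p = 2.0e-14), 5.23 for RA minus Zscan4 OE (limma fry, adjusted p = 6.7e-11) and -1.67 for PlaB minus Zscan4 OE (limma fry, adjusted p = 9.1e-06). In each of Dux KD PlaB and Dux KD Zscan4 OE, 16 of the 24 genes were at the floor. The sizes of these interactions are therefore not reliable. The Dux KD medians with levels raised to the floor were -0.20 in RA, -5.89 in PlaB and -3.36 in Zscan4 OE. The 2C genes thus fell far less with Dux KD in RA than in the other models. A candidate explanation is a weaker knockdown in RA, since the interaction of Duxf3 was 5.99 for RA minus PlaB (edgeR adjusted p = 1.9e-05). Duxf3 was at the floor in Dux KD PlaB, however, so the size of this value is not reliable, and for RA minus Zscan4 OE the interaction of Duxf3 was 3.07 (edgeR adjusted p = 0.0689). Duxf3 is itself a gene that rises in these cells, so a smaller fall may also follow from the state of the cells. The tests do not separate these readings, nor do they exclude that RA acts on 2C genes by a route that needs less Dux.

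A second candidate explanation for the differences that involve PlaB is that the knockdown or knockout cells lacked the PlaB response as a whole. Over 11146 PlaB-responsive genes outside the Dux-induced set, the share of the PlaB log2 fold change kept was 0.112 in Dux KD PlaB and 0.232 in SE KO PlaB. In the 9 groups that received no PlaB and are not its control, the share lay between 0.0758 and 0.214. On fitted values the shares were 0.121 and 0.256. Dux KD PlaB libraries therefore cannot be told apart, on these genes, from cells that were not exposed to PlaB, while SE KO PlaB lay only just above that range. For RA, over 5604 genes, Dux KD RA kept 0.864 and SE KO RA 0.715. The groups that received no RA and are not its control kept between 0.228 and 0.546. In SE KO PlaB, Zscan4c was at 161 CPM against 1.54 in DMSO, a level that speaks against a complete lack of exposure only if uninduced SE KO cells, which were not analysed here, are like DMSO-treated ESCs. The share kept in SE KO PlaB exceeds the highest of the groups without PlaB by less than these groups differ among themselves, and so does not decide the question. In Dux KD PlaB, Zscan4c was at 1.45 CPM. That Dux is needed for the PlaB response as a whole is an alternative hypothesis for Dux KD PlaB, and the libraries do not decide between it and a missing exposure there.

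For the differences that involve Zscan4 OE, a further candidate explanation is that the transgene was not induced in Dux KD Zscan4 OE, whose labels name no doxycycline. Over 1808 genes that respond to Zscan4 OE against ESC outside the Dux-induced set, these libraries kept a share of 0.439 of the response. The 10 groups without the Zscan4 transgene kept between 0.279 and 0.752, so a lack of induction cannot be excluded. The share separates the groups poorly, since DMSO alone kept 0.668. Zscan4f, at 14.6 CPM, stood above its 2.62 CPM in ESC, but whether it counts reads of the transgene is open. Genes under 200 nt and mitochondrial genes, whose recovery can vary with library preparation, made up 1.63% of the genes whose Dux KD effect differed between RA and Zscan4 OE. Only 323 such genes were tested, at most 12.6% of that number, so this does not exclude an effect of library preparation. Relative to the library total, genes under 200 nt were at 4281 and 8444 CPM in Dux KD Zscan4 OE. In the other libraries they were between 459 and 988 CPM, so such an effect stays open.

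The effect of SE KO also differed between inductions. It differed for 4366 genes between Dux OE and RA, for 9452 between Dux OE and PlaB and for 10268 between RA and PlaB (edgeR interaction tests). Over the alternatives the numbers lay between 4024 and 4434, between 9108 and 9604, and between 9942 and 10491. The median interaction of the 2C genes was 1.31 for Dux OE minus RA (limma fry, adjusted p = 2.7e-07) and 0.75 for Dux OE minus PlaB (limma fry, adjusted p = 5.1e-08). It was 0.00 for RA minus PlaB (limma fry, adjusted p = 0.878). The deeper SE KO Dux OE libraries do not account for the difference between Dux OE and RA, since 4027 genes still differed after every library was thinned to 14401452 counts. Mitochondrial tRNA genes were at 11.7 and 12.2 CPM in SE KO Dux OE against 71.9 and 65.4 in Dux OE (relative to the library total), so a difference in library preparation between these 2 groups cannot be excluded. In Dux OE the transgene supplies Dux, and a hypothesis is that SE KO therefore lowers 2C genes less than in RA, where Dux comes from the genome. In SE KO Dux OE Duxf3 was lower by a log2 fold change of -1.40, which leaves a difference in Dux dose between the 2 lines as a further explanation.

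Reads shared between near-identical copies could affect every 2C gene. Among the 1547 Dux-induced genes, 146 belong to no family of at least 5 symbols with a common stem and are not listed as predicted genes, pseudogenes or clone names, a rule written after the data were seen. Their median log2 fold change was -0.45 in SE KO Dux OE, -0.97 in SE KO PlaB, -0.35 in Dux KD RA, -1.70 in Dux KD PlaB and -0.66 in Dux KD Zscan4 OE, in each case at least 0.5 of the median of the whole set, the limit set in advance. In SE KO RA it was -0.34, less than that share. Shared reads alone thus do not account for the lower Dux-induced genes in SE KO PlaB, Dux KD RA, Dux KD PlaB and Dux KD Zscan4 OE. In SE KO Dux OE the test cannot decide. The 146 genes were chosen with the Dux OE libraries of that comparison, which favours a lower median. A part played by shared reads is not excluded, since the median of the whole set was larger in size in SE KO Dux OE (-0.78), SE KO RA (-0.94), SE KO PlaB (-1.19), Dux KD PlaB (-3.03) and Dux KD Zscan4 OE (-1.12). In Dux KD RA it was smaller, at -0.27. All these are fitted values. The whole-set medians were also taken with levels raised to the floor, without genes at the floor in both groups. They were then -1.77 in Dux KD PlaB and -0.66 in Dux KD Zscan4 OE, close to the medians of the 146 genes. In these comparisons the gap thus rests on fitted values at the floor. In SE KO Dux OE, SE KO RA and SE KO PlaB they were -0.77, -0.59 and -1.15, still larger in size. The 2C genes that belong to families cannot be tested in this way.

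The DMSO-treated and untreated ESCs, both controls, differed in 3401 genes (1743 higher and 1658 lower in DMSO), between 3131 and 3415 over the 6 alternatives, which were added after the data were seen. The paper does not report this comparison. DMSO itself, the time in culture and separate preparation of the libraries may each contribute. Across 18961 genes not changed by Dux OE, the difference DMSO minus ESC correlated with the difference Dux R70A OE minus Dux OE (Pearson r 0.508 across genes, which are not independent replicates). This choice of genes leaves Dux OE close to ESC, so the 2 differences have nearly the same reference, which favours a positive r. Over all tested genes r was 0.363. A candidate explanation is that DMSO and Dux R70A OE were processed apart from ESC and Dux OE, but these values do not decide it, and the labels give no batch. The depth of the 2 controls was similar (DMSO 1.10 times ESC on average), so the 3198 genes called after thinning are no test of depth. Short and mitochondrial genes made up 1.09% of the genes called and could have made up at most 9.50%, so that value does not exclude library preparation either. If such a batch exists, part of the comparison of Dux R70A OE with ESC or Dux OE could reflect it, and the batch and the mutant cannot be told apart.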

How the results depend on the processing

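The alternatives were set before the data were examined, except the DMSO reference for the distance ratio, the DMSO control for the Dux-induced genes in Dux R70A OE, and all alternatives for DMSO against ESC. The cause of the changes below was not tested. Leaving out 1 replicate gives values without a test.

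Among the counts of changed genes under the alternatives, 98 stayed within 1.5 times the main count, 2 were lower and 1 was higher. Of 142 set results, 132 kept their direction and side of the threshold, or moved by less than the replicate spread where no test was run. For sets, DESeq2 gives medians without the fry test.

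Both results that reversed concern the Dux-induced genes. With the set taken from SE KO Dux OE against ESC, their median in SE KO Dux OE against Dux OE was 0.063 in place of -0.78, and the other alternatives lay between -1.02 and -0.69. With the 200 genes of smallest p, the median in Dux R70A OE against ESC was -2.59 in place of 0.00, and the other alternatives lay between 0.00 and 1.29. The first set and its replacement share 1145 genes. The replacement was chosen with the SE KO Dux OE libraries of the comparison, which favours a higher median, as the choice with the Dux OE libraries favours a lower one for the first.

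With only the 2 groups in the fit, the 2C genes in Dux KD RA had a median of -0.24 and no longer passed the fry test (range of medians over the alternatives -0.26 to -0.16). Under the same alternative, Dux KD changed 1547 genes in Zscan4 OE (795 higher, 752 lower) in place of 2332. With DMSO-treated ESC as the control, Dux OE changed 3811 genes and Dux R70A OE 1897.

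Some medians of the 2C genes moved further while the fry test still passed 0.05 in the same direction. With only the 2 groups in the fit, they were -5.44 in place of -3.58 in Dux R70A OE against ESC, -2.94 in place of -2.18 in SE KO RA, -5.60 in place of -5.00 in Dux KD Zscan4 OE, 6.21 in place of 4.25 in RA, 8.44 in place of 6.73 in PlaB and 3.14 in place of 2.61 in Zscan4 OE. With the other control, they were 2.51 in RA and 4.99 in PlaB against ESC, and 5.12 in Zscan4 OE, 8.80 in Dux OE and 0.00 in Dux R70A OE against DMSO. Without the low-count filter, they were -3.68 in Dux KD Zscan4 OE and -6.12 in Dux KD PlaB. Over the 6 alternatives that keep both replicates, the medians lay between -1.10 and -1.0 in SE KO Dux OE, between -2.32 and -1.80 in SE KO PlaB and between -10.63 and -10.01 in Dux R70A OE against Dux OE.

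DESeq2 moved the medians of the 2C genes by more than the replicate spread, to 6.99 in Dux OE against ESC, -3.16 in Dux R70A OE against ESC, -10.40 in Dux R70A OE against Dux OE, -2.00 in SE KO RA, -4.37 in Dux KD Zscan4 OE and 3.98 in RA against DMSO. It moved the median of the Dux-induced genes in Dux KD PlaB to -3.12. Other choices of the Dux-induced set moved some medians further without a change of sign. With the 200 genes of smallest p, the median was -6.69 in Dux KD PlaB, in place of -3.03. It was -4.75 in place of -1.12 in Dux KD Zscan4 OE and -2.95 in place of -0.94 in SE KO RA. In Dux R70A OE against Dux OE it was -10.13 in place of -3.29. With the set from SE KO Dux OE against ESC, these medians were -2.20, -0.76, -0.83 and -0.98 in the same order. The distance ratio of 0.784 was 0.822 with scaling by library size only, 0.314 over the 500 most variable genes and 0.523 with DMSO as the reference.

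Across the 4 fits that each left out 1 replicate, the medians of the 2C genes ranged from -3.74 to -3.46 in Dux R70A OE against ESC, from -11.30 to -10.60 in Dux R70A OE against Dux OE, from -2.58 to -2.22 in SE KO RA, from -5.41 to -4.45 in Dux KD Zscan4 OE, from 3.91 to 4.77 in RA against DMSO and from 2.56 to 2.89 in Zscan4 OE against ESC. In Dux KD RA they ranged from -0.21 to -0.0030, so all 4 lay nearer to 0 than the -0.23 with both replicates, and without RA replicate 1 almost no shift was left. Those of the Dux-induced genes ranged from -1.12 to -0.74 in SE KO RA, from -1.40 to -1.11 in SE KO PlaB, from -3.06 to -3.00 in Dux KD PlaB and from -1.31 to -0.86 in Dux KD Zscan4 OE. The distance ratio ranged from 0.761 to 0.820 across 6 such fits.

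Among 543 values of named genes, 534 kept their call, 7 were no longer called and 2 became called. Tcstv3 in SE KO Dux OE, Tdpoz9 in Dux OE, Tdpoz6 in Dux KD RA, and Usp17le, Gm4340, Tdpoz3 and Tdpoz4 in Dux R70A OE were no longer called, and Sox2 and Nanog in SE KO RA became called.

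The share of higher calls moved by over 10 points in 5 cases. With scaling by library size only it was 77.6% in place of 60.4% for Dux R70A OE against ESC, 58.9% in place of 44.8% for Dux R70A OE against Dux OE, and 64.6% in place of 50.7% for the Dux KD interaction of RA and Zscan4 OE. Without the low-count filter it was 50.1% in place of 39% for SE KO Dux OE, and with DMSO as the control 63.2% in place of 77.7% for Dux OE. Scaling by library size only shifted the median of all genes by 0.20 in Dux R70A OE against ESC, 0.18 in Dux R70A OE against Dux OE, -0.12 in SE KO PlaB, -0.20 in Dux KD PlaB, 0.19 in RA against DMSO, 0.26 in PlaB against DMSO and 0.15 in Zscan4 OE against ESC. RLE shifted it by -0.12 in SE KO PlaB, -0.16 in Dux KD PlaB and 0.15 in PlaB against DMSO.

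With the replicate block, the number of changed genes was 1955 in Dux OE, 3498 in Dux R70A OE against ESC, 2810 in Dux R70A OE against Dux OE, 1309 in SE KO Dux OE, 3637 in SE KO RA, 10868 in SE KO PlaB, 2258 in Dux KD RA, 11471 in Dux KD PlaB and 2329 in Dux KD Zscan4 OE.

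Depth limits the statements on Duxf3, Obox2, Obox3 and the Tdpoz genes most, which had few or no counts in ESC, Dux R70A OE and the Dux KD libraries.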

Differences from the paper's values

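No level read from the paper's figures was more than 1.5 times the value computed here or the reverse, and no log2 fold change read from them differed by more than the replicate spread. For the log2 fold change of Zscan4c in SE KO Dux OE against Dux OE, about -1.2 in Fig. 6F, read by eye, the value here was -1.15. It was -1.06 without the low-count filter, the 1 alternative set before the data were examined that lies outside the replicate spread.

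The paper states that Dux depletion impaired 2C gene activation in RA-induced cells (Fig. 1E–G). Here the 2C genes named in the paper had a median log2 fold change of -0.23 in Dux KD RA against RA, with 2 called lower (Usp17le and Zscan4b) and 2 higher (Tdpoz4 and Tdpoz6). The 2 higher calls rest on few counts. Tdpoz4 had 8 and 4 in RA and 13 and 17 in Dux KD RA. DESeq2 did not call Tdpoz6, which had 20 and 22 counts in Dux KD RA but was at the floor in Dux OE, with 0 and 1. Duxf3 was called lower. With 1 replicate left out at a time, the median lay between -0.21 and -0.0030. The paper's own 2C list behind Fig. 1G was not used here. In PlaB and Zscan4 OE, 20 and 17 of the 24 genes were called lower.

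The paper names Obox3 among the 2C genes that Tdpoz-SE knockout cells failed to upregulate. Its log2 fold change in SE KO Dux OE against Dux OE was -1.02 (edgeR adjusted p = 0.219), and it was not called under any alternative run for that gene. Zscan4c, which the paper names with it, was called lower, but at 151 FPKM in SE KO Dux OE it remained above the 2.32 FPKM of ESC.

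The paper describes a shift of Dux R70A expressing cells to a pluripotent stem cell profile. Here Dux R70A OE differed from untreated ESC in 3550 genes, more than the 1992 of Dux OE, and its distance from ESC was 0.784 of that of Dux OE. With DMSO-treated ESC as the control the counts were 1897 and 3811, and over the 500 most variable genes the ratio was 0.314. On the first 2 principal components, Dux R70A OE lay nearer to ESC than to Dux OE. With DMSO as the reference, chosen after seeing the values, the ratio was 0.523. The distance between the untreated and DMSO-treated ESCs was 125, close to the 128 between Dux R70A OE and untreated ESC.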

Other observations

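The tests on Dux transcript and library depth in SE KO Dux OE and on the Dux R70A transgene were set before their results were seen. The tests on Zscan4f and on the neighbours of the Tdpoz cluster, with their limits, were chosen only after the result was seen.

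The lower 2C genes in SE KO Dux OE were examined for 2 explanations other than the deletion's effect on transcription. The libraries of this group are deeper than those of Dux OE, but after every library was thinned to 14401452 counts the median log2 fold change of the 2C genes was -1.10, almost the same as before. The other explanation is that the knockout line makes less Dux. The log2 fold change of Duxf3 was -1.40 (edgeR adjusted p = 0.00679), the size set in advance for this explanation, so the fall of the 2C genes cannot be told apart from one caused by less Dux transcript. Duxf3 may count few of the transgene's reads, and it may itself respond to the deletion as the other 2C genes do.

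In Dux R70A OE, 2C genes did not rise above ESC. A candidate explanation is that the transgene was not expressed in these libraries. The fitted log2 fold change of Duxf3 against ESC was -4.00, which meets the limit set in advance, but both groups were at the floor (0 and 0 against 3 and 0 counts), so no fold is given. The table cannot separate a transgene that was silent from one whose reads are not counted on Duxf3, such as a recoded sequence. The genes that differ between Dux R70A OE and ESC do not settle this, since 3401 genes also differed between the DMSO-treated and untreated ESCs.

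Zscan4f behaved unlike its relatives in Dux KD Zscan4 OE. Its log2 fold change was -1.89 (edgeR adjusted p = 7.6e-10), while Zscan4c and Zscan4d were at -6.74 and -6.60. It made up 87.9% and 80.7% of the Zscan4a to Zscan4f counts in the 2 libraries of Dux KD Zscan4 OE. A hypothesis was that reads of the Zscan4 transgene were counted on Zscan4f. In that case its share would also be higher in Zscan4 OE without Dux KD than in any library without the transgene. The lowest share in a Zscan4 OE library was 11.6%, below the highest share of 15.4% among the 20 libraries without the transgene that had at least 20 Zscan4 counts. The test could not decide, however. In Dux KD Zscan4 OE, Zscan4f exceeded its usual share by 14.4 CPM, and the same amount added to the induced genomic copies of Zscan4 OE would give a share of only 12.2%, also below 15.4%. The difference thus cannot be told apart from reads of the transgene.

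The deletion lies in the Tdpoz region, and a hypothesis was that genes beside the cluster fall through a local effect. The 46 tested genes within 1000000 bp of the Tdpoz genes (chromosome 3, 93068823 to 94072644), with Tdpoz and Spopfm genes left out, had a median log2 fold change of -0.38 in SE KO Dux OE. This was at percentile 0.03 of 10000 random lists of the same size matched on mean expression. With the Dux-induced genes left out as well, the remaining 32 genes had a median of -0.23, at percentile 3.11, against -0.11 for the 913 tested genes on the rest of the chromosome that are not Dux-induced. Only 1 of the 32 was called lower. In SE KO PlaB the 46 and 32 genes had medians of -1.13 and -1.08, at percentiles 0.21 and 0.59, against -0.20 for the rest of the chromosome. Of the 32, 14 were called lower and 7 higher. In SE KO RA the medians were -0.11 and -0.01, at percentiles 39 and 67.6, against 0.11. A local effect may thus be present in Dux OE and, with a larger shift, in PlaB, where 10904 genes changed in all. It was not detected in RA. The difference between inductions was not tested, and random lists do not carry the correlation of neighbouring genes, so the percentiles overstate how far the neighbours stand apart.

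Some libraries differed in their make-up. In Dux KD Zscan4 OE, the gene CT010467.1 took 1.86% and 4.23% of all counts, a value not named by the rule and chosen after it was seen, and the 2 replicates of this group differed more than those of most groups (chi-square per degree of freedom 26.1). Relative to the library total without TMM factors, mitochondrial protein-coding genes were at 6560 and 7190 CPM in PlaB, against between 21179 and 49834 CPM in all other libraries. Mitochondrial rRNA genes went the other way, at 7472 and 8353 CPM in PlaB against between 517 and 2059 CPM in all other libraries. On the same scale, mitochondrial tRNA genes were at 9.13 and 11.0 CPM in PlaB and 11.7 and 12.2 CPM in SE KO Dux OE, against between 33.6 and 188 CPM in the other libraries. Genes under 200 nt were at 4281 and 8444 CPM in Dux KD Zscan4 OE, against between 459 and 988 CPM in the other libraries. No explanation, technical or biological, was tested for these values.

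Genes that respond to RA were raised in the RA libraries with and without Dux KD or SE KO. Stra8 was at 19.5 ± 0.833 CPM in DMSO, 784 ± 41.5 in RA, 610 ± 7.78 in Dux KD RA and 764 ± 25 in SE KO RA (SD, n = 2 each). Cyp26a1 was at 0.304 ± 0.19 CPM in DMSO, 70.6 ± 2.89 in RA, 108 ± 4.08 in Dux KD RA and 63.5 ± 0.752 in SE KO RA (SD, n = 2 each). These genes were chosen after the data were seen, and the values are given without a test.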
